# Microarray Analysis of Novel Candidate Genes Responsible for Glucose-Stimulated Insulin Secretion in Mouse Pancreatic β Cell Line MIN6

**DOI:** 10.1371/journal.pone.0061211

**Published:** 2013-04-03

**Authors:** Eiji Yamato, Fumi Tashiro, Jun-ichi Miyazaki

## Abstract

Elucidating the regulation of glucose-stimulated insulin secretion (GSIS) in pancreatic islet β cells is important for understanding and treating diabetes. MIN6 cells, a transformed β-cell line derived from a mouse insulinoma, retain GSIS and are a popular *in vitro* model for insulin secretion. However, in long-term culture, MIN6 cells' GSIS capacity is lost. We previously isolated a subclone, MIN6 clone 4, from the parental MIN6 cells, that shows well-regulated insulin secretion in response to glucose, glybenclamide, and KCl, even after prolonged culture. To investigate the molecular mechanisms responsible for preserving GSIS in this subclone, we compared four groups of MIN6 cells: Pr-LP (parental MIN6, low passage number), Pr-HP (parental MIN6, high passage number), C4-LP (MIN6 clone 4, low passage number), and C4-HP (MIN6 clone 4, high passage number). Based on their capacity for GSIS, we designated the Pr-LP, C4-LP, and C4-HP cells as “responder cells.” In a DNA microarray analysis, we identified a group of genes with high expression in responder cells (“responder genes”), but extremely low expression in the Pr-HP cells. Another group of genes (“non-responder genes”) was expressed at high levels in the Pr-HP cells, but at extremely low levels in the responder cells. Some of the responder genes were involved in secretory machinery or glucose metabolism, including *Chrebp*, *Scgn*, and *Syt7*. Among the non-responder genes were *Car2*, *Maf*, and *Gcg*, which are not normally expressed in islet β cells. Interestingly, we found a disproportionate number of known imprinted genes among the responder genes. Our findings suggest that the global expression profiling of GSIS-competent and GSIS-incompetent MIN6 cells will help delineate the gene regulatory networks for insulin secretion.

## Introduction

MIN6 cells, which were isolated from an insulinoma of a transgenic mouse expressing the SV40 T antigen in pancreatic islet β cells, retain some features of differentiated pancreatic β cells [1]. However, long-term culture of MIN6 cells results in the loss of their insulin secretory capacity in response to glucose [2]–[4]. Several reports have described the isolation of glucose-responsive and -unresponsive MIN6 cell subclones, and these subclones have been used to identify genes associated with glucose-stimulated insulin secretion (GSIS) [5], [6]. However, these reports did not rule out the possibility that this differential gene expression was attributable simply to clonal variation. In addition, further analyses of the phenotypic stability of the glucose-responsive MIN6 subclones during long-term culture have not been performed.

Gene expression profile analysis has been performed to compare MIN6 cells after short-term and long-term culture [4]. In addition, comparative proteomic analyses of the cell lysates [7] and the conditioned media [8] were used to investigate the relative changes in the proteome that accompany the loss of GSIS over time in culture. Recently, impairment of glucose and lipid oxidation was suggested to be involved in the loss of GSIS in high passage MIN6 cells [9]. However, these studies did not verify that the differentially expressed genes and proteins were directly involved in the mechanisms for GSIS.

In the present study, we used a MIN6 subclone, designated MIN6 clone 4, which retains GSIS even after long-term culture. To identify the genes involved in the maintenance of GSIS capacity, we compared the gene expression profiles among parental MIN6 cells after short-term culture (Pr-LP) and long-term culture (Pr-HP) and of MIN6 clone 4 cells after short-term culture (C4-LP) and long-term culture (C4-HP). The results revealed one group of genes whose expression was high in well-regulated (i.e., low passage number) parental MIN6 cells and MIN6 clone 4 cells, but extremely low in the dysregulated (high passage number) parental MIN6 cells. Another group of genes was expressed at extremely low levels in the well-regulated MIN6 cells, but at high levels in the dysregulated ones. We discuss the roles of these differentially expressed genes in insulin secretion.

## Materials and Methods

### Culture of MIN6 parental cells and subclone

MIN6 cells, which we have previously established [1], were maintained in Dulbecco's modified Eagle's medium containing 25 mM glucose, 13% heat-inactivated fetal bovine serum, 0.1 mM 2-mercaptoethanol, 100 units/ml penicillin, and 0.05 mg/ml streptomycin in humidified 5% CO_2_ at 37°C [1]. MIN6 clone 4 cells are a subclone isolated from low-passage-number parental MIN6 cells by the limiting dilution method. This subclone was maintained in the same culture conditions as the parental cells, and retained good GSIS even after 6 months of continuous culture. For the low-passage-number parental MIN6 cells (Pr-LP), we used cells passaged 17–20 times; for the high-passage-number MIN6 cells (Pr-HP), we used cells passaged 35–40 times. Seventeen to 20 passages were also used for the low-passage-number MIN6 clone 4 cells (C4-LP), and the high-passage ones (C4-HP) were used after 40 to 50 passages. For all of the following methods sections, the parental MIN6 cells and their subclone were treated identically.

### Measurement of insulin secretion and insulin content

MIN6 cells were cultured in 24-well plates for 4 days. Prior to the insulin secretion assay, the cells were starved in Krebs Ringer solution containing 0.1% bovine serum albumin (BSA) with 3 mM glucose for 30 min, and the wells were washed twice with the same buffer. The cells were then incubated in Krebs Ringer Solution with 3, 8, 15, or 25 mM glucose, 100 µM glybenclamide+3 mM glucose, or 30 mM KCl+3 mM glucose for 1 hr.

Insulin secreted into the medium and contained in the MIN6 cells was measured. For the secreted insulin, medium was collected and the insulin measured using an ELISA kit (Cat.#10-1250-01; Mercodia, Uppsala, Sweden). To normalize the amount of secreted insulin to the protein content of each well, the cells in each well were lysed with RIPA buffer, and the protein concentration of the cell lysates was measured by the Bradford method (Cat.#500-0006; Bio-Rad, Hercules, CA). To measure the insulin content of MIN6 cells, we lysed cells in a different set of wells with acid-ethanol, and centrifuged the cell extracts. The amount of insulin in the supernatants was assayed using the ELISA kit. Statistical analysis was performed by Student′s *t*-test.

### DNA microarray analyses

Total RNA was extracted from MIN6 cells using Trizol reagent (Invitrogen, Carlsbad, CA) and subjected to double-strand cDNA synthesis using the Superscript Choice system (Cat.#18090-019; Invitrogen) and the T7-(dT)_24_ reverse transcription primer (Cat.#72-1591-01; Amersham Biosciences, Piscataway, NJ). Synthesis of biotin-labeled cRNA was carried out by *in-vitro* transcription using the Bio Array RNA Transcript Labeling Kit (Cat.#900182; Affymetrix, Santa Clara, CA) according to the manufacturer's instructions. The biotin-labeled cRNA was purified using RNeasy spin columns (Cat.#74106; Qiagen GmbH, Hilden, Germany) and fragmented in a reaction mixture. The biotin-labeled and fragmented cRNA was hybridized to the murine genome U74 version 2 GeneChip array (Affymetrix), incubated, and washed according to the manufacturer's instructions. The GeneChip arrays were then scanned with a Gene Array Scanner (Hewlett-Packard, Santa Clara, CA) and analyzed by GeneChip 5.1 software (Affymetrix). The microarray dataset has been deposited in NCBI's Gene Expression Omnibus and is accessible through GEO Series accession number GSE43774.

### Quantitative RT-PCR

Total RNA was extracted from MIN6 cells by the acid guanidinium-phenol-chloroform (AGPC) method and subjected to cDNA synthesis using ReverTra Ace α (Cat.#FSK-101; Toyobo, Tokyo, Japan). Quantitative RT-PCR analysis was carried out using SYBR Premix Ex Taq (Cat.#RR041A; Takara, Otsu, Japan). The reaction was performed with 1 µl cDNA per 25 µl reaction in a 7300 Real-Time PCR System (Applied Biosystems, Foster City, CA) under the following thermal cycling conditions: 95°C for 10 sec followed by 40 cycles at 95°C for 5 sec and 60°C for 31 sec. The relative expression levels of the target genes were normalized to that of *Rpl32*. Statistical analysis was performed by Student′s *t*-test. Primer sequences are listed in **Table S1**.

### Immunocytochemistry and FACS (fluorescence-activated cell sorting) analysis

For immunocytochemistry, the MIN6 cells were washed with PBS and fixed in 4% paraformaldehyde for 10 min, rinsed with PBS, incubated for 5 min in PBS with 1% Triton X-100, washed again with PBS, and incubated in blocking reagent (Blocking One, Cat.#03953-95; Nacalai Tesque, Kyoto, Japan). The samples were incubated with rat anti-CD24 antibody (Cat.#14-0241-81; eBioscience, San Diego, CA) for 1 hr at room temperature, washed with PBS, and then incubated with Alexa Fluor 488-conjugated anti-rat IgG (Cat.#A-11006; Molecular Probes, Eugene, OR) for 1 hr at room temperature. For FACS analysis, the cells were washed twice with PBS and then suspended in SM buffer (HEPES-buffered saline with 0.1% sodium azide and 1% BSA). CD24 staining was performed at 4°C for 30 min with rat anti-CD24 antibody, followed by incubation with Alexa Fluor 488-conjugated anti-rat IgG. FACS analyses were performed with a FACScan (Becton Dickinson, Franklin Lakes, NJ) using the CellQuest (Becton Dickinson) evaluation program.

### *In situ* hybridization

Part of the mouse *Hepacam2* cDNA (NM_178899; sequence position 58–699) was subcloned into the pGEMT-Easy vector (Cat.#A1360; Promega, Madison, WI) and used to generate sense and antisense RNA probes. Digoxigenin (DIG)-labeled RNA probes were prepared with the DIG RNA Labeling Mix (Cat.#1277073; Roche, Mannheim, Germany) according to the manufacturer's instructions. *In situ* hybridization was performed according to the protocol of Genostaff (Tokyo, Japan). In brief, a pancreas of a C57BL/6J mouse was dissected out after perfusion and fixation with Tissue Fixative (Genostaff, Tokyo, Japan), embedded in paraffin, and sectioned at 6 µm. The tissue sections were de-waxed and fixed with 4% paraformaldehyde in PBS. The sections were then hybridized with sense and antisense *Hepacam2* probes. After treatment with blocking reagent in TTBS (10 mM Tris-HCl, pH 7.6, 137 mM NaCl, and 0.1% Tween 20) for 30 min, the sections were incubated with anti-DIG alkaline phosphatase (AP) conjugate (Cat.#1093274; Roche) diluted 1∶1000 with TTBS for 2 hr at room temperature, washed twice with TTBS, and then incubated in 100 mM Tris-HCl, pH 9.5, 100 mM NaCl, 50 mM MgCl_2_, and 0.1% Tween 20 for 30 min. Coloring reactions were performed with NBT/BCIP solution (Cat.#B6404; Sigma, St. Louis, MO) overnight, and the sections were then washed with PBS and counterstained with Kernechtrot stain solution (Cat.#40872; Mutoh Chemical Co., Tokyo, Japan).

### Bisulfite sequencing

Bisulfite treatment of the genomic DNA isolated from Pr-LP, Pr-HP, C4-LP, and C4-HP MIN6 cells was performed using the EpiTect Bisulfite Kit (Cat.#59104; Qiagen) according to the manufacturer's instructions. The CpG islands in the first intron of the *Plagl1* gene (33 CpGs) and those in the DMR region of the *Dlk1* gene (24 CpGs) were chosen for analysis. The primers for the *Plagl1* gene were: forward, 5′-GGGTAGGTAAGTAGTGATAA-3′; reverse, 5′-CCTAAAACACCAAAATAACA-3′ [10]. The primers for the *Dlk1* gene were: forward, 5′-GATTAGTGATTTATAATTTGTGTTTTGGTT-3′; reverse, 5′-AAACTCACCTAAATATACTAAAAACAAATA-3′ [11]. The PCR products were cloned into pBluescript and sequenced.

### Statistical analysis

Results are presented as the mean ± SD. Statistical analyses were carried out by Student's *t*-test except for that of the distribution of the percentages of methylated CpGs in the *Plagl1* locus, which was carried out by the F-test. A value of *P*<0.05 was considered statistically significant.

## Results

### Insulin secretion and insulin content

Insulin secretory capacity was compared by static incubation among parental MIN6 cells at 17–20 passages (Pr-LP) and 35–40 passages (Pr-HP) and MIN6 clone 4 cells at 17–20 passages (C4-LP) and 40–50 passages (C4-HP) (**Figure 1** **and** **2**). Pr-HP cells showed a higher basal insulin secretion at 3 mM glucose than did the other groups, but the insulin secretion did not increase with higher glucose concentrations or the addition of glybenclamide (SU) or KCl, in contrast with the other three groups (**Figure 1** **,** **2B, and 2C**). In addition, the insulin content of the Pr-HP cells was much lower than that of the Pr-LP, C4-LP, or C4-HP cells (**Figure 2A**). Therefore, we designated the C4-LP, C4-HP, and Pr-LP cells as “responder” cells and the Pr-HP cells as “non-responder” cells.

**Figure 1:**
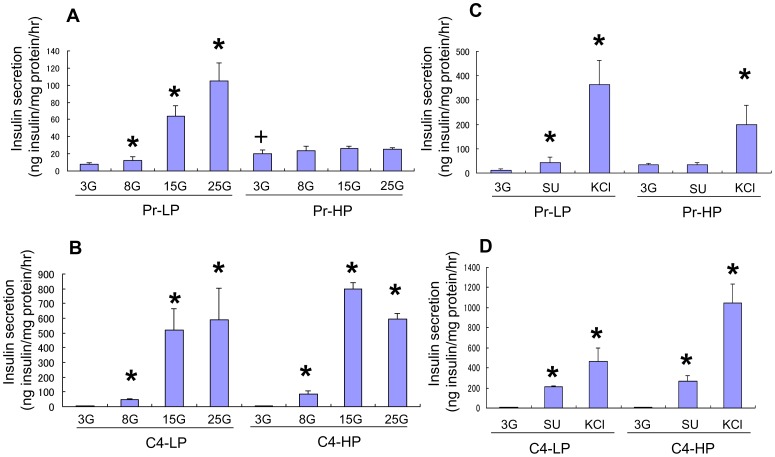
Insulin secretion from MIN6 cells. Insulin secretion from Pr-LP, Pr-HP, C4-LP, and C4-HP MIN6 cells stimulated with 3 mM (3G), 8 mM (8G), 15 mM (15G), or 25 mM (25G) glucose (A, B), 100 nM glybenclamide (SU), or 30 mM KCl (C, D). Pr-HP cells showed higher basal insulin secretion at 3 mM glucose compared with Pr-LP cells, but their insulin secretion did not increase further at higher glucose concentrations or with the addition of glybenclamide or KCl, whereas both C4-LP and C4-HP MIN6 cells showed a better insulin secretory response to glucose and glybenclamide than Pr-LP cells. Values are means ± SD and n = 5–6. *P<0.05 v.s. insulin secretion at 3 mM glucose.+*P*<0.05 v.s. insulin secretion of Pr-LP, C4-LP, and C4-HP cells at 3 mM glucose by Student's *t*-test.

**Figure 2:**
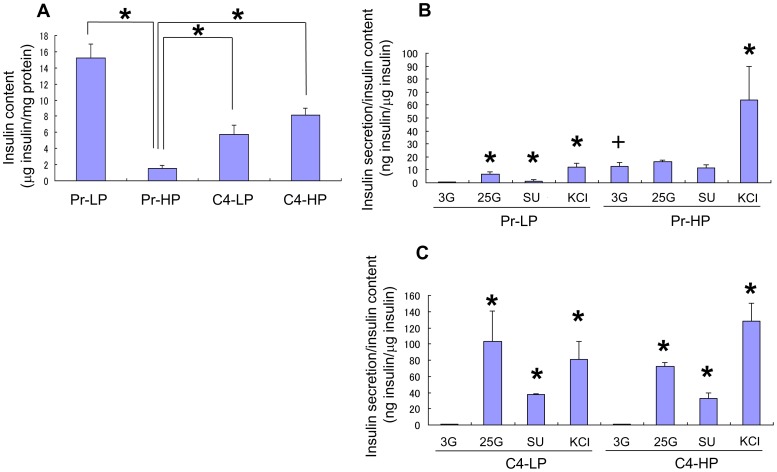
Insulin content and secretion of MIN6 cells. Insulin content of Pr-LP, Pr-HP, C4-LP, and C4-HP MIN6 cells (A). The insulin content of Pr-HP cells was lower than that of Pr-LP, C4-LP, or C4-HP cells. Values are means ± SD and n = 5–6. *P<0.05. Insulin secretion/insulin content from Pr-LP, Pr-HP, C4-LP, and C4-HP MIN6 cells stimulated with 3 mM (3G), 25 mM (25G) glucose, 100 nM glybenclamide (SU), or 30 mM KCl (B, C). Values are means ± SD and n = 5–6. *P<0.05 v.s. insulin secretion at 3 mM glucose.+*P*<0.05 v.s. insulin secretion of Pr-LP, C4-LP, and C4-HP cells at 3 mM glucose by Student's *t*-test.

Furthermore, both C4-LP and C4-HP cells showed a better insulin secretory response to glucose and glybenclamide than did the Pr-LP cells (**Figure 1**), suggesting that the MIN6 clone 4 cells maintained stable regulatory mechanisms for insulin secretion. Interestingly, the insulin secretion induced with KCl was even higher in the C4-HP cells than in the C4-LP cells (**Figure 1D** **and** **2C**).

### DNA Microarray analysis

To identify genes involved in the regulation of the insulin secretory pathway, a comparative DNA microarray analysis was performed, using the Pr-LP, Pr-HP, C4-LP, and C4-HP cells. 

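MIN6 is a β-cell line from a mouse insulinoma, and clone 4 (C4) is a subclone of it. RNA was compared between 4 populations of these cells, the parental cells at passages 17 to 20 (Pr-LP) and 35 to 40 (Pr-HP) and clone 4 cells at passages 17 to 20 (C4-LP) and 40 to 50 (C4-HP). Labelled RNA of each population was hybridised to the 3 chips (A, B and C) of the Affymetrix murine genome U74 version 2 set, which gives 12 arrays. Each population has 1 array per chip, so that there are no replicate arrays and the number of arrays limits the precision of every value. The deposited values are probe set intensities on a linear scale. The software named in the methods is GeneChip 5.1, and the normalization behind these values is not given in the sources used here. The medians of the 4 arrays lay between 213.7 and 215.5 on chip A, between 161.9 and 162.7 on chip B and between 92.8 and 93.3 on chip C, and the values were used without further scaling. As a measure of RNA quality, the ratio of the 3′ to the 5′ control probe set of Gapdh was lowest in Pr-HP on each chip, with 0.867, 0.953 and 1.16 on chips A, B and C against 0.968 to 1.05, 1.01 to 1.09 and 1.19 to 1.31 in the other populations, and that of Actb was lowest in Pr-HP on chips A and B (1.15 and 1.28 against 1.25 to 1.425 and 1.39 to 1.42). Of 36899 probe sets, 198 controls were left out, and 29131 of the remaining 36701 carry 1 gene symbol. A fold is the mean of Pr-LP, C4-LP and C4-HP, called the responder cells, against Pr-HP or the reverse, and was counted where the higher side reached 100 units. Means are given with the SD over the 3 responder populations, which is a spread between populations, and no error can be given for Pr-HP. The responder cells were tested against Pr-HP with limma on log2 values over 23340 probe sets, with the Benjamini-Hochberg adjustment over all of them. The p-values rest on the spread between the 3 responder populations, with 2 residual degrees of freedom, and on the assumption that the single Pr-HP array of a chip varies like them. Where all 3 responder values were raised to the floor, as in 17 of the tested probe sets, their spread in the fit is 0 and the p-value rests on the variance pooled over probe sets alone. The 20th percentile of the intensities (67.3 units on chip A, 58.6 on chip B and 29.1 on chip C) served as a floor for the test. A fold against a mean under this floor is given as at least the fold over it, except in the counts and in the comparison with the paper's values. Thresholds, gene lists and alternative settings were set before the data were examined, except that the control probe sets were left out, and the alternatives of keeping them and of a fit with the cell population as a block were added, after the values were seen.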

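Dlk1, an imprinted gene for a transmembrane protein, was 31.9-fold higher in the responder cells than in Pr-HP, and Cd24a, which encodes a surface glycoprotein, 21.15-fold. Hepacam2, for a membrane protein of the immunoglobulin superfamily, followed with 17.3-fold, then the zinc finger gene Plagl1 with 14.8-fold, Nnat with 14.2-fold and Tmem59l with 12.1-fold. Slc29a4, a membrane transporter of monoamines, had an intensity of 1242 ± 91.2 (SD, n = 3 populations) in the responder cells and 206.3 in Pr-HP, a 6.02-fold difference with an adjusted p of 0.0369 from limma. Celsr2, an adhesion receptor with cadherin repeats, stood at 182 ± 16.1 against 33.7, which is 5.41-fold with an adjusted p of 0.0423 from the same test. Lingo1, a membrane protein best known from neurons, was 2.62-fold higher (716 ± 17.7 against 273.5, adjusted p = 0.0479 from limma). Gucy2c, the intestinal guanylate cyclase receptor, was 6.99-fold higher (1124 ± 484 against 160.8) and Ly6e, for a small surface protein, 4.41-fold (3166 ± 866 against 718), and neither passed the test. With the probe sets given, every responder population lay above Pr-HP for each of these genes. Other probe sets of Celsr2 gave 1.13 and 1.27 times the Pr-HP value, those of Lingo1 2.20 and 0.852 and those of Ly6e 1.10 and 0.93. The calls of Slc29a4, Celsr2 and Lingo1 are lost when Pr-LP or C4-HP is left out of the test, with adjusted p between 0.117 and 0.416, and those of Celsr2 and Lingo1 also without C4-LP.

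**Figure D1:**
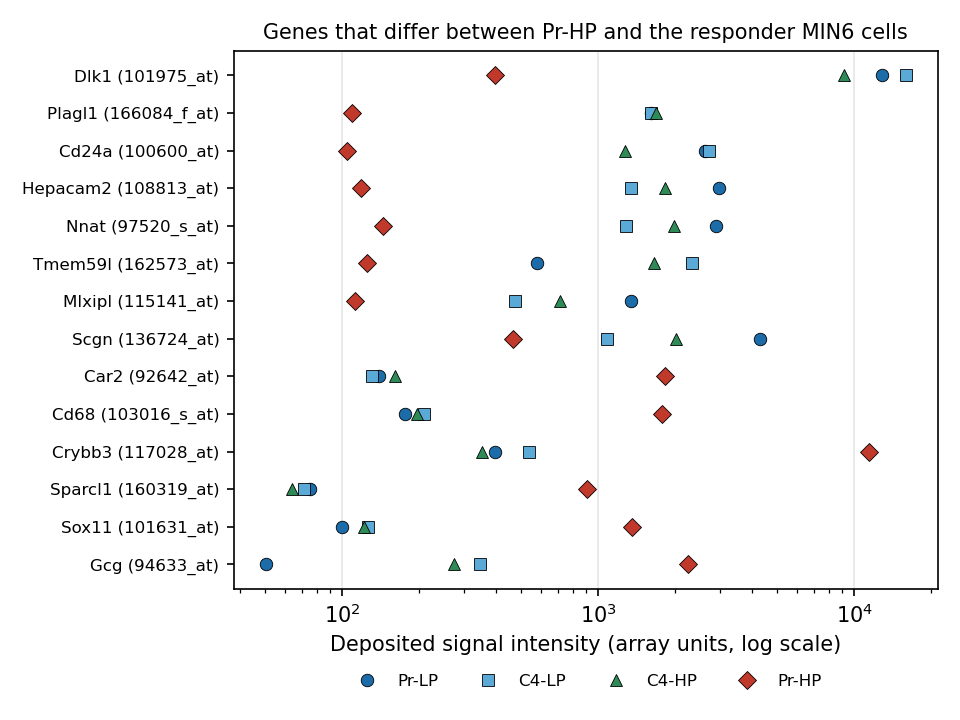
Deposited signal intensity (log scale) of 14 probe sets in the 4 MIN6 cell populations, with 1 point per array. In the upper 8 genes the Pr-HP diamond lies left of the 3 responder points, as in Dlk1 with 395 against 9139 to 15871, and in the lower 6 it lies to their right, as in Car2 with 1831 against 131.4 to 161.9.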

The results revealed one group of genes, which we call “responder genes,” that were highly expressed in the responder cells (Pr-LP, C4-LP, and C4-HP), but only weakly in the non-responder cells (Pr-HP). A different group of genes (“non-responder genes”) was highly expressed in the Pr-HP cells, but only weakly in the Pr-LP, C4-LP, and C4-HP cells. 

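The lens crystallin gene Crybb3, singled out here after its values were seen, had an intensity of 11438 in Pr-HP and 429 ± 96.5 (SD, n = 3 populations) in the responder cells, a 26.65-fold difference with an adjusted p of 0.0517 from limma. Sparcl1, for a matricellular protein, was 13.0-fold higher in Pr-HP (909 against 69.9 ± 5.53, adjusted p = 0.0342 from limma), and Cd68, for a lysosomal glycoprotein abundant in macrophages, 9.19-fold (1785 against 194 ± 16.6, adjusted p = 0.0447). Prr5l, for a partner of the kinase complex mTORC2, was 5.91-fold higher (809 against 137 ± 13.2, adjusted p = 0.0423) and Srbd1 5.30-fold (1861 against 351 ± 26.3, adjusted p = 0.0479). The peptidase gene Enpep was at least 6.91-fold higher with 465 in Pr-HP and an adjusted p of 0.0423, Tcim at least 4.09-fold and Chsy1, for a chondroitin synthase, at least 3.58-fold. Hspbp1, for a cochaperone of Hsp70, was 2.72-fold higher (737 against 271 ± 9.12, adjusted p = 0.0479). Sox11, a neuronal transcription factor, passed with probe set 130532_at (707 against 149 ± 5.38, 4.75-fold, adjusted p = 0.0336) but not with that of Table 2 (824 against 261 ± 13.0, adjusted p = 0.0555), and Sh3bgrl2 passed with 111763_at (376 against 83.2 ± 0.639, adjusted p = 0.0423). Il4, for the cytokine interleukin 4, was at least 4.19-fold higher in Pr-HP with 92286_g_at, a signal also seen in the Il4 control probe sets of the 3 chips, and the values do not show whether it is RNA of the cells. Stmn2, a microtubule regulator of neurons, was at 844.6 against 78.6 ± 11.1 (adjusted p = 0.0539). Of 2 called probe sets without a gene name, 99915_at was at least 14.6-fold and 105858_at at least 8.75-fold higher. With other probe sets Pr-HP stood at 1.05 times the responder mean for Sparcl1, 1.13 for Enpep, 1.98 and 0.887 for Hspbp1 and 2.06 and 2.43 for Prr5l. The calls of 99915_at, 105858_at, Il4, Tcim and Chsy1 rest on no measured spread, since all their responder values were raised to the floor. The calls named here are lost in limma when any 1 of the responder populations is left out, in fits with fewer residual degrees of freedom. The log2 differences of Sparcl1 and Cd68 were then between -3.72 and -3.64 and between -3.26 and -3.14, against -3.68 and -3.20 with all 3 populations. Enpep, Chsy1, Il4 and 105858_at also lose their calls with the floor lowered to 1.0 unit, which brings Crybb3 and Stmn2 past the threshold (adjusted p of 0.0411 and 0.0492).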

To compare the responder and non-responder results, we compared the mean value of the gene expression levels in the Pr-LP, C4-LP, and C4-HP cells with the expression level in the Pr-HP cells. 

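By the fold of the responder mean against Pr-HP, 36 probe sets of 32 named genes and 1 unnamed probe set were more than 5-fold higher in the responder cells. In Pr-HP, 35 probe sets of 30 named genes and 2 unnamed probe sets were more than 5-fold higher. These counts use the deposited values, also where a mean lies under the floor. With values under the 20th percentile raised to it, 31 and 26 of these probe sets remained past 5-fold. Of the 36 responder probe sets, 10 were past 5-fold in each of the 3 responder populations, among them Dlk1, 17 in 2 of them and 9 in 1 alone. Gpx3, a glutathione peroxidase, and Ttyh1, a membrane protein of neural cells, were past it through C4-LP alone, with 3890 and 2120 against 290.0 and 206.4 in Pr-HP, and Scgn through Pr-LP alone. Of the 35 Pr-HP probe sets, 26 were past 5-fold against each responder population, Car2 and Cd68 among them. By the ratio of the deposited values, all 40 genes of Table 1 were higher in the responder cells, 21 of them more than 5-fold (median 5.25-fold). By the same ratio all 41 genes of Table 2 were higher in Pr-HP, 17 of them more than 5-fold (median 4.33-fold). For Rpgr, Pparg, Akr1c14, Fgfr2 and Ptgs2 all 4 values lay under the floor, so that no direction was measured. Among the genes of Tables 1 and 2, some of those counted past 5-fold had lower bounds under 5 against the floor. They were Gm2115, 3830403N18Rik, Kctd12, Maf, Il4, Scel and Lcp2, with bounds from 2.09 (Scel) to 4.88 (Maf). In 6 genes of Table 1, Rps6kb1 and Pparg among them, and 4 genes of Table 2 the higher side was under 100 units. In limma, 4 probe sets were higher in the responder cells and 15 in Pr-HP at an adjusted p under 0.05. With the probe sets of Table S2 they include 3 genes of Table 1 (Plagl1, Slc29a4 and Celsr2) and 6 of Table 2 (Cd68, Car2, Maf, Prr5l, Enpep and Hspbp1), and with other probe sets 4 more of Table 2 (Sox11, Sh3bgrl2, Il4 and Tcim, there 1810011O10Rik). In 6 of the 15 probe sets, those of Maf, Il4, Tcim and Chsy1 among them, all responder values were raised to the floor, so that the call rests on no measured spread. Without Pr-LP or without C4-HP limma made 0 calls, with 2446 and 1696 probe sets at an unadjusted p under 0.05, and without C4-LP 3 calls, of which 2 were shared. With the cell population (parental or clone 4) as a block, a fit chosen after seeing the data that sets Pr-LP alone against Pr-HP, it made 0 calls, with 2606 at an unadjusted p under 0.05. With the floor at the 40th percentile it also made 0 calls, with 2511 probe sets at an unadjusted p under 0.05 against 2285 otherwise.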

Genes that showed a more than 5-fold difference in expression level are listed in **Table 1** (40 responder genes) and **Table 2** (41 non-responder genes). An extended list, including all the genes that showed a more than 3-fold difference, is provided in **Table S2** (60 responder and 62 non-responder genes). 

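At the lower threshold of 3-fold, 84 probe sets of 70 named genes were higher in the responder cells and 102 probe sets of 82 named genes in Pr-HP. With values under the 20th percentile raised to it, 80 and 86 of them remained. Beyond the genes past 5-fold, the responder side took in Fgf12, a fibroblast growth factor homolog of neurons (3.39-fold, 305.5 ± 60.5 against 90.1, SD, n = 3 populations), and Slc44a1, a choline transporter (3.61-fold, 235 ± 43.6 against 65.0). The Pr-HP side took in Gnai1, an inhibitory G protein subunit (3.77-fold, 1022 against 271 ± 89.8), and, with 1 of its 4 probe sets, Gnptab, an enzyme that marks lysosomal proteins (4.37-fold, 458 against 105 ± 7.84). None of these 4 genes passed limma. Of the 84 responder probe sets, 26 were past 3-fold in each responder population, and of the 102 in Pr-HP, 64. The paper takes the genes that separate the responder cells from Pr-HP as candidates for the maintenance of GSIS.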

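Clone 4 cells had more RNA of Ttyh1, a membrane protein of neural cells, than Pr-LP cells, with a mean of 1534 in C4-LP and C4-HP against 135.2, which is 11.35-fold. Rtn1, an ER protein of neuroendocrine cells (9.91-fold), Id1, an inhibitor of helix-loop-helix factors (8.78-fold), Gcg, the glucagon gene (6.07-fold), and Ttr, transthyretin (5.16-fold), were also higher in clone 4. Lower in clone 4 were Fam151a (8.17-fold), Ddc, the aromatic amino acid decarboxylase (7.705-fold), Mreg (3.98-fold) and Syde2 (3.57-fold). In all, 88 probe sets differed more than 3-fold between the clone 4 mean and Pr-LP, 62 of them higher and 26 lower in clone 4. Between C4-LP and Pr-LP, 166 probe sets differed more than 3-fold, 118 of them higher in C4-LP, with Gpx3 at 10.35-fold and Kdelr3 at 8.23-fold, and 48 lower, with Ddc at 29.2-fold, the iron exporter Slc40a1 at 7.45-fold and Jade3 at 4.82-fold. Between C4-LP and C4-HP the number was 84, of which 58 were higher in C4-LP (Gpx3 14.1-fold, C1qtnf1 8.19-fold, Spp1 7.28-fold, Ildr2 5.97-fold and Tmem176a 4.99-fold) and 26 in C4-HP (Ddc 6.57-fold, Flrt3 5.23-fold, Gm4354 4.70-fold, Kbtbd6 3.965-fold and Nefl 3.80-fold). Each gene is given with a probe set picked for its large ratio, and others often gave less. Between clone 4 and Pr-LP they gave 4.87-fold for Ttyh1, 1.97-fold for Rtn1 and 1.34-fold for Ddc. For Gcg the other probe set had a clone 4 mean of 310.1 against 50.58 in Pr-LP. That Pr-LP value lies under the floor of 67.3 units on chip A, so that no exact fold is given. Between C4-LP and Pr-LP the other probe sets gave 3.70-fold for Kdelr3, 1.45-fold for Ddc and 0.95-fold for Gpx3. Between C4-LP and C4-HP they gave 1.05-fold for Gpx3, 3.135-, 0.991- and 1.06-fold for C1qtnf1 and 3.005- and 1.22-fold for Nefl. These are ratios of single arrays, or of 2 arrays against 1, and no test was made of them.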

Genes that were differentially expressed among Pr-LP, C4-LP, and C4-HP cells are also listed in **Table S3, S4, S5**.

**Table 1:** Genes preferentially expressed in responder MIN6 cells.

Gene name	Mean value for Pr-LP, C4-LP, and C4-HP*	Pr-HP*	Fold change
*Tmem59l*	3306.8	3.8	876.5
*Mlxipl*	750.0	<1.0	>750.0
*Scgn*	2686.6	10.3	261.6
*Tmed6*	107.7	<1.0	>107.7
*Plagl1*	4616.1	114.0	40.5
*Hepacam2*	2767.3	73.5	37.6
*Dlk1*	11245.0	323.7	34.7
*Rps6kb1*	119.0	5.4	22.2
*Syt7*	1327.9	65.9	20.1
*Slc29a4*	1531.1	78.9	19.4
*Cd24a*	4806.0	282.5	17.0
*Rpgr*	119.3	7.3	16.4
*Meg3*	2463.4	154.3	16.0
*Glul*	798.1	53.2	15.0
*1700019D03Rik*	210.7	15.2	13.9
*Gm2115*	607.8	44.8	13.6
*Nnat*	7113.3	637.7	11.2
*Ndn*	966.5	94.6	10.2
*Ly6e*	2512.2	250.9	10.0
*Gucy2c*	2118.9	217.6	9.7
*3830403N18Rik*	345.9	38.0	9.1
*Kctd12*	665.0	73.4	9.1
*Cd200*	508.3	61.7	8.2
*Th*	3705.1	477.8	7.8
*Amdhd2*	252.8	34.9	7.2
*Blnk*	2957.6	414.8	7.1
*Celsr2*	221.2	31.6	7.0
*Cplx2*	852.7	122.2	7.0
*Tmod2*	530.2	77.1	6.9
*Cdhr1*	1980.3	288.5	6.9
*Ppp1r3d*	495.8	73.8	6.7
*Pparg*	140.7	21.4	6.6
*Alcam*	278.1	42.5	6.6
*Unc80*	579.0	93.3	6.2
*Epb4.1l4b*	1667.5	270.6	6.2
*Akr1c14*	559.7	91.6	6.1
*A830039N20Rik*	285.8	48.3	5.9
*Mirg*	240.4	41.6	5.8
*Fgf12*	414.6	73.3	5.7
*Slc44a1*	218.2	39.1	5.6

* Raw values of expression intensities measured by Affymetrix arrays.

**Table 2:** Genes preferentially expressed in non-responder MIN6 cells.

Gene name	Pr-HP*	Mean value for Pr-LP, C4-LP, and C4-HP*	Fold change
*Cd68*	2507.1	79.8	31.4
*Car2*	2841.2	93.0	30.6
*Stmn2*	1994.6	65.5	30.5
*Maf*	536.5	22.0	24.4
*Il13ra1*	237.9	11.1	21.4
*Perp*	998.0	52.7	19.0
*Sh3bgrl2*	512.9	30.6	16.8
*Fgfr2*	1035.3	66.6	15.6
*Pqlc3*	2170.1	171.1	12.7
*Prr5l*	969.2	81.1	12.0
*Il4*	217.4	19.9	10.9
*Ptgs2*	195.8	18.2	10.7
*Scel*	316.3	30.5	10.4
*Lpl*	1474.6	160.6	9.2
*Rbfox1*	491.0	54.5	9.0
*Lcp2*	710.5	86.2	8.2
*Tbcel*	397.9	50.7	7.9
*Glyat*	204.5	26.9	7.6
*Tmcc3*	879.6	117.5	7.5
*Basp1*	153.9	21.5	7.2
*Pcdh7*	357.1	52.0	6.9
*Ppap2a*	1835.0	271.5	6.8
*Edil3*	1365.9	207.3	6.6
*S100a10*	4357.1	661.4	6.6
*Sox11*	1180.7	188.5	6.3
*Rpp25*	346.5	55.8	6.2
*Enpep*	757.0	123.7	6.1
*Bach2*	216.5	35.9	6.0
*1810011O10Rik*	721.4	120.3	6.0
*Gcg*	8993.3	1553.4	5.8
*Eif2ak4*	634.5	110.2	5.8
*Sash1*	566.6	99.7	5.7
*Hspbp1*	603.6	106.8	5.7
*Oat*	1753.3	327.6	5.4
*Ezr*	1299.8	243.9	5.3
*Gnai1*	1080.2	202.5	5.3
*Gnptab*	1234.2	231.4	5.3
*Fam132a*	984.7	185.9	5.3
*Zfp185*	669.7	126.7	5.3
*Ctsb*	199.4	39.5	5.1
*Hlf*	379.4	75.8	5.0

* Raw values of expression intensities measured by Affymetrix arrays.

The expression pattern of some responder and non-responder genes was examined by quantitative RT-PCR (**Figure 3** **; Figure S1**). The four responder genes chosen, *Chrebp*, *Syt7*, *Cplx2*, and *Scgn* (**Table 1**), were highly expressed in the responder cells, but only weakly in Pr-HP cells (**Figure S1A-D**). These genes are known to be expressed in islet β cells and probably have some roles in the regulation of GSIS in β cells (see Discussion). The three non-responder genes chosen, *Car2*, *Maf*, and *Gcg* (**Table 2**), were highly expressed in Pr-HP cells, but only weakly in the responder cells (**Figure 3A-C**). These genes are known to be expressed in the pancreas, but not in islet β cells. Thus, the Pr-HP cells can express genes that are not normally expressed in islet β cells.

**Figure 3:**
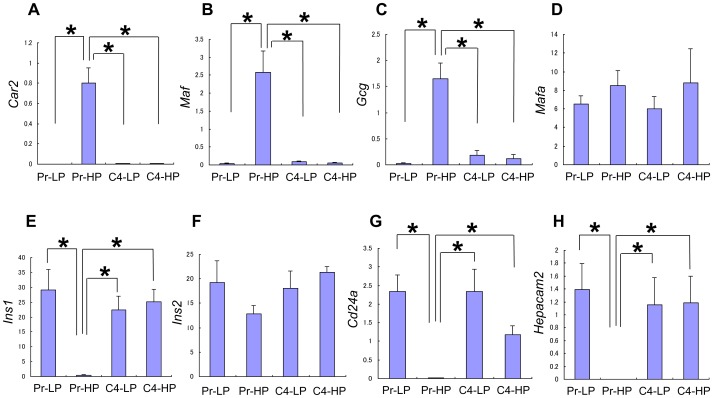
Quantitative RT-PCR analysis. Expression of the *Car2* (A), *Maf* (B), *Gcg* (C), *Mafa* (D), *Ins1* (E), *Ins2* (F), *Cd24a* (G), and *Hepacam2* (H) genes in Pr-LP, Pr-HP, C4-LP, and C4-HP MIN6 cells was examined by quantitative RT-PCR. *Car2*, *Maf*, and *Gcg* showed a non-responder gene expression pattern that was consistent with the DNA microarray analysis. *Ins2* and *Mafa* did not show significant differences in expression among the four groups of MIN6 cells, whereas *Ins1* was revealed to be a responder gene. *Cd24a* and *Hepacam2* showed a responder gene expression pattern that was consistent with the DNA microarray analysis. Values are means ± SD and n = 4–5. *P<0.05.

Genes encoding β-cell-related transcription factors are listed in **Table 3**. *Pdx1*, *Nkx2-2*, *Nkx6-2*, *Foxa2*, *Pax4*, and *Pax6* were not differentially expressed among the four groups of MIN6 cells, but *Neurod1* showed a 1.5-fold higher expression in the responder cells than in Pr-HP cells. 

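Pdx1, Nkx2-2, Nkx6-2, Pax4, Pax6 and Foxa2, transcription factors of islet development, had responder means between 1.10 and 1.47 times the Pr-HP value. Pdx1 was at 621 ± 70.4 (SD, n = 3 populations) against 519.5 and Nkx2-2 at 1841 ± 495 against 1396, with every responder population above Pr-HP. Foxa2 was above Pr-HP (1350) in Pr-LP alone, with 1897 there and 1304 and 1319 in C4-LP and C4-HP. Pax6 in C4-HP and Pax4 and Nkx6-2 in C4-LP were also below Pr-HP. Insm1, a zinc finger factor of neuroendocrine cells, was 2.34-fold higher in the responder cells (1141 ± 194 against 489, adjusted p = 0.285 from limma) and the LIM homeobox gene Isl1 1.615-fold (834 ± 111 against 516.3, adjusted p = 0.421). Neurod1 was 1.83-fold higher with the probe set of Table 3, with 604 in Pr-LP, 264 in C4-LP, 288 in C4-HP and 210.9 in Pr-HP (adjusted p = 0.7202 from limma). Slc2a2, the glucose transporter GLUT2, was at 1754 in C4-HP and between 464 and 499 in the other populations. Of 24 measured islet transcription factors 0 passed limma (2 at an unadjusted p under 0.05), over all probe sets or adjusted over the list alone, and 23 were within 2-fold. Their median log2 difference was 0.21 toward the responder cells, at percentile 100 of 10000 random lists of like expression.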

Because the *Mafa* gene was not included in the U74 version 2 GeneChip array used in our analysis, we performed a quantitative RT-PCR analysis, which showed that *Mafa* gene expression did not differ significantly among the four MIN6 cell groups (**Figure 3D**).

**Table 3:** Expression levels of pancreas-related genes.

Gene Name	Pr-LP*	Pr-HP*	C4-LP*	C4-HP*	Mean**	Fold change***
*Pdx1*	701.4	519.5	591.7	570.0	621.0	0.84
*Nkx2-2*	2408.6	1395.5	1612.7	1501.1	1840.8	0.76
*Nkx6-2*	252.6	179.5	141.7	395.3	263.2	0.68
*Pax4*	606.7	507.0	487.6	581.9	558.8	0.91
*Pax6*	942.0	599.2	621.2	518.4	693.8	0.86
*Isl1*	936.3	516.3	850.3	715.7	834.1	0.62
*Foxa2*	1896.9	1349.5	1304.2	1318.7	1506.6	0.90
*Insm1*	1358.5	488.6	986.8	1078.4	1141.3	0.43
*Neurod1*	603.8	210.9	263.8	288.1	385.2	0.55
*Neurog3*	176.9	192.3	192.0	203.6	190.8	1.01
*Pcsk2*	4580.8	5429.3	5624.6	3924.2	4709.9	1.15
*Slc2a2*	478.5	499.2	463.8	1754.5	898.9	0.56
*Gck*	803.2	550.6	788.4	716.6	769.4	0.72
*Abcc8*	154.7	160.3	168.0	174.6	165.8	0.97
*Kcnj11*	815.8	644.0	1171.2	933.1	973.4	0.66
*Ins1*	28131.6	16852.5	27736.0	27214.7	27694.1	0.61
*Ins1*	19939.3	8937.0	18275.3	20041.0	19418.5	0.46
*Ins2*	14771.3	15525.9	15461.2	14919. 7	15050.7	1.03
*Sst*	206.1	206.4	211.3	191.4	203.0	1.02
*Ppy*	810.5	559.8	524.1	548.7	627.8	0.89
*Iapp*	8291.0	7443.6	9641.2	8110.5	8680.9	0.86

* Raw values of expression intensities measured by Affymetrix arrays. **Mean value of C4-LP, C4-HP, and Pr-LP. ***Ratio of Pr-HP to mean value.

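The 2 probe sets that Table 3 assigns to the insulin gene Ins1 were 1.64-fold and 2.17-fold higher in the responder cells than in Pr-HP, with 27694 ± 459.9 (SD, n = 3 populations) against 16853 and 19419 ± 991 against 8937. The array annotation leaves both unnamed, they were found here by the values of Table 3, and a share of Ins2 signal in them is not excluded. Ins2, the other mouse insulin gene, had 15051 ± 363 against 15526. In limma the adjusted p was 0.2099 and 0.0741 for the Ins1 probe sets and 0.923 for Ins2, so that none passed, and of the normalizations, floors and left-out populations tried only quantile normalization brought the second Ins1 probe set past the threshold (adjusted p = 0.0449). Iapp, the amyloid peptide stored with insulin, was at 8681 ± 836.5 against 7444 and the convertase Pcsk2 at 4710 ± 857.5 against 5429. Ins1 and Pcsk2 are outside the list that follows, since the annotation does not name their probe sets. Its counts and median therefore do not cover them. Of 17 measured genes of granule cargo and prohormone processing 0 passed limma (4 at an unadjusted p under 0.05), and 1 passed when adjusted over the list alone. This was Ptprn2, a membrane protein of secretory granules, with 3509 ± 733 against 821 (4.27-fold, adjusted p over the list alone 0.0174), whose other probe set was 1.315-fold higher. Ptprn2 was also picked by the study from these arrays. More than 2-fold higher in the responder cells were also the chaperone-like Pcsk1n, Resp18, with 2092 ± 737 against 847, and, through the clone 4 cells alone, Nucb2 (113.9 in Pr-LP, 673.6 in C4-LP and 268.3 in C4-HP against 111.4), and in Pr-HP the convertase Pcsk1, with 1379 against 652 ± 197. The list's median log2 difference was 0.23 toward the responder cells, at percentile 99.9 of 10000 random lists of like expression.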

There was no significant difference in the expression of the insulin genes (*Ins1* and *Ins2*) as assessed by the DNA microarray analysis. However, because the expression levels of the *Ins1* and *Ins2* genes were dramatically higher than those of the other genes, their signal intensities might have exceeded the linear range of detection. Therefore, we analyzed the expression of the *Ins1* and *Ins2* genes by quantitative RT-PCR. We found that the level of *Ins2* gene expression was not significantly different among the four groups, but that of *Ins1* was much lower in the Pr-HP cells than in the responder cells (**Figure 3E and 3F**). Thus, the *Ins1* gene can be considered a responder gene.

### Expression of a cell-surface protein, CD24

The DNA microarray data showed that *Cd24a* was expressed in the Pr-LP, C4-LP, and C4-HP cells, but not in the Pr-HP cells (**Figure 3G**). In addition, immunocytochemical analysis detected CD24 on the surface of Pr-LP, C4-LP, and C4-HP cells, but not on Pr-HP cells (**Figure 4A**). 

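Cd24a had an intensity of 2627 in Pr-LP, 2711 in C4-LP and 1279 in C4-HP with its probe set 100600_at, and 104.3 in Pr-HP. The responder mean was 2206 ± 804 (SD, n = 3 populations). The log2 difference was 4.32 with a standard error of 0.51, and its adjusted p was 0.165 in limma, short of the threshold. The Pr-HP value lay above the floor of chip A.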

Flow-cytometric analysis also showed that CD24 was expressed similarly in Pr-LP, C4-LP, and C4-HP cells, but its expression was very low or lost in Pr-HP cells (**Figure 4B**). Interestingly, the *Cd24a* gene is expressed in the embryonic endocrine pancreas (E14.5), as shown by *in situ* hybridization (see http://www.genepaint.org/Frameset.html).

**Figure 4:**
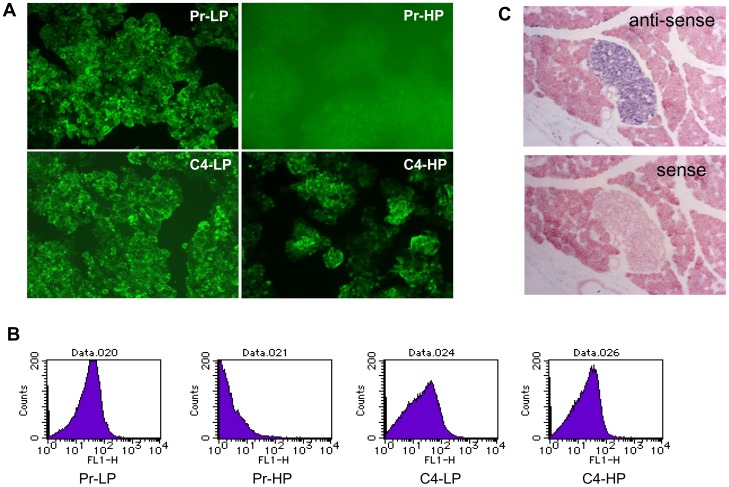
CD24 expression in MIN6 cells and analysis of *Hepacam2* expression by *in situ* hybridization. Immunocytochemical analysis (A) and flow cytometric analysis (B) of Pr-LP, Pr-HP, C4-LP, and C4-HP MIN6 cells with an anti-CD24 antibody. CD24 was not detected on the surface of Pr-HP cells. *In situ* hybridization analysis of *Hepacam2* expression in pancreatic islets (C). Pancreatic sections were hybridized with DIG-labeled anti-sense and sense RNA probes for *Hepacam2* transcripts (see **Materials and Methods**).

### Analysis of the *Hepacam2* gene

*Hepacam2* was highly expressed in the responder MIN6 cells, but not in the non-responder ones (**Figure 3H**). It encodes a putative membrane-anchored protein. *In situ* hybridization analysis showed that *Hepacam2* expression was restricted to the islets in the pancreas (**Figure 4C**). *Hepacam2* is also expressed in the embryonic pancreas (E14.5) [12].

### Methylated genes

Interestingly, we found several imprinted genes among the differentially expressed genes. The responder genes included *Plagl1* (**Figure 5A**), *Dlk1* (**Figure 5B**), *Meg3*, *Nnat*, *Ndn*, *Mirg*, *Peg3*, and *Th*. 

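Dlk1, a Notch ligand homolog expressed from the paternal allele, had an intensity of 12820 in Pr-LP, 15871 in C4-LP and 9139 in C4-HP and 395 in Pr-HP with its brightest probe set (adjusted p = 0.0685 from limma). Its other probe sets, at 108.4 to 261 units, were 1.68-fold and 1.45-fold higher in the responder cells. Plagl1, a zinc finger regulator of growth, was at 1629 ± 41.7 (SD, n = 3 populations) in the responder cells and 109.8 in Pr-HP, and was the gene with the lowest adjusted p in limma (0.00926). Its 3 other probe sets were at least 2.56-, 6.17- and 6.965-fold higher. Nnat, which encodes a small ER membrane protein, was at 2051 ± 805 against 144.1, and Th, the rate-limiting enzyme of catecholamine synthesis, at 1615 ± 784.5 against 221.2. Ndn, a growth suppressor of the MAGE family, was at least 7.38-fold higher with 1 probe set and 3.88-fold with the other, and Peg3, a zinc finger gene, 3.12- and 3.36-fold with its brighter probe sets. Of 70 measured imprinted genes 1, Plagl1, passed limma. Adjusted over the list alone, 5 were higher in the responder cells (Dlk1, Meg3, Nnat, Peg3 and Plagl1) and 1 in Pr-HP (Qpct). The call of Plagl1 is lost without Pr-LP or without C4-HP, in fits with fewer residual degrees of freedom. Its log2 difference was then 3.90 and 3.87, against 3.89 with all 3 populations.

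**Figure D2:**
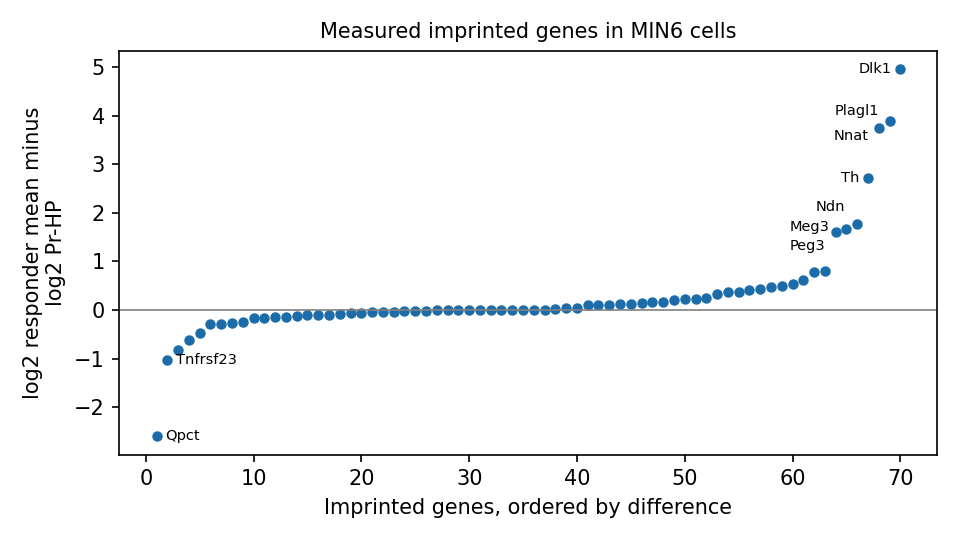
Log2 difference between the responder mean and Pr-HP for 70 measured imprinted genes, 1 point per gene, ordered from the lowest to the highest. Genes beyond 1 on this scale are named, from Qpct at -2.60 to Dlk1 at 4.96, and the median is 0.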

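Qpct, which encodes glutaminyl cyclase, was the imprinted gene of the list above 3-fold in Pr-HP, with 1118 against 187 ± 38.1 (SD, n = 3 populations) in the responder cells, a 5.98-fold difference with an adjusted p of 0.122 in limma. Cdkn1c, which encodes the cell cycle inhibitor p57, had an intensity of 76.0 in Pr-HP, 65.9 in Pr-LP, 54.5 in C4-LP and 55.3 in C4-HP. The responder values lie under the floor of chip A, so that its level in Pr-HP was at least 1.13-fold higher. It was too dim to enter the limma test.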

*Cdkn1c* was a non-responder gene. Because only about 150 verified imprinted genes are known (http://igc.otago.ac.nz/1101Summary-table.pdf), the percentage of imprinted genes among the differentially expressed genes in our analysis seemed very high, especially for the responder genes. Therefore, we further investigated the expression of imprinted genes. 

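Of 70 imprinted genes with a probe set on the arrays, 7 were more than 3-fold higher in the responder cells (Dlk1, Meg3, Ndn, Nnat, Peg3, Plagl1 and Th) and 1 was more than 3-fold higher in Pr-HP (Qpct). In 10000 random lists of the same size, matched on expression and on the number of probe sets, the median was 0 and the highest count was 4 for the responder side, so that 0 lists reached 7. For the Pr-HP side 2952 of the random lists held at least 1 such gene. Above 5-fold, 6 of the imprinted genes were higher in the responder cells. The list was written with the imprinted genes named by the paper in it, and these were picked from the same arrays, so that the count is not independent of the paper's own.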

*Dlk1*, *Meg3*, and *Mirg* are located in the well-known *Dlk1*-*Gtl1* imprinted gene cluster [13], [14]. An analysis of the expression patterns of other imprinted genes in the *Dlk1*-*Gtl1* locus indicated that *Rian* (**Figure 5C**) and *Rtl1* (data not shown) are also responder genes.

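Rian, a maternally expressed noncoding RNA of the cluster, had an intensity of 224 ± 18.3 (SD, n = 3 populations) in the responder cells and 172.9 in Pr-HP, a 1.30-fold difference with an adjusted p of 0.467 in limma. Rtl1, a retrotransposon-derived gene expressed from the paternal allele, was at 337 ± 4.65 against 329.7, a log2 difference of 0.03 with a standard error of 0.09 (adjusted p = 0.945 from the same test). Each gene has 1 probe set on the arrays.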

**Figure 5:**
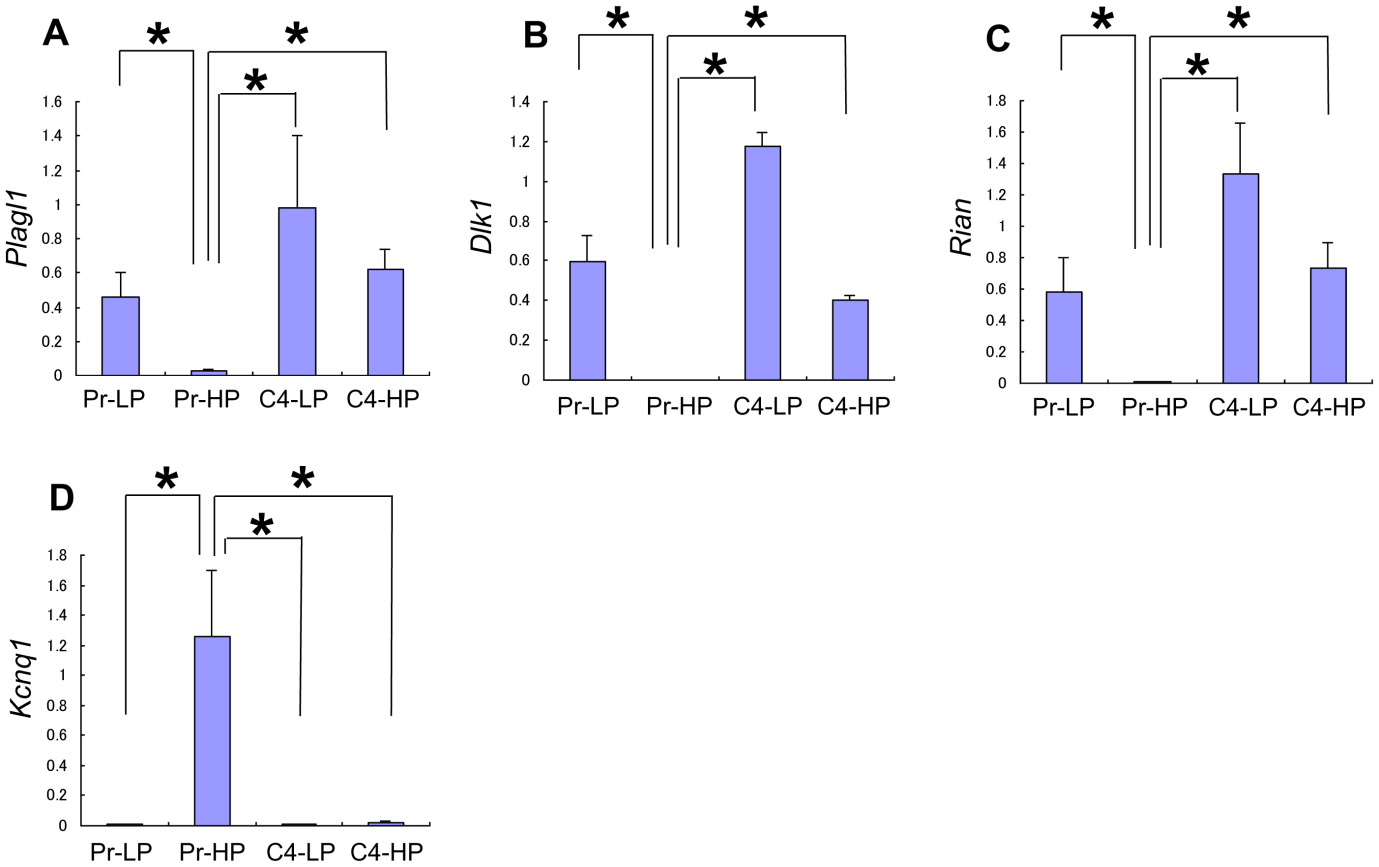
Quantitative RT-PCR analysis of imprinted genes. Expression of imprinted genes, *Rian* (A), *Plagl1* (B), *Dlk1* (C), and *Kcnq1* (D) in Pr-LP, Pr-HP, C4-LP, and C4-HP MIN6 cells. *Plagl1*, *Dlk1*, and *Rian* were confirmed to be responder genes, whereas *Kcnq1* was a non-responder gene. Values are means ± SD and n = 4–5. *P<0.05.

Recent reports have shown that variants in *KCNQ1* are associated with susceptibility to human type 2 diabetes mellitus [15], [16]. Interestingly, *Kcnq1* was reported to be an imprinted gene [13], [14]. Our DNA microarray analysis showed that the *Kcnq1* expression in Pr-HP cells was 2.2-fold higher than in responder cells. Therefore, we analyzed the expression of *Kcnq1* by quantitative RT-PCR. 

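Kcnq1, which encodes a voltage-gated potassium channel, has 2 probe sets. With 99322_at it was at 220.9 in Pr-HP and 145.3 ± 8.73 (SD, n = 3 populations) in the responder cells, a 1.52-fold difference with an adjusted p of 0.324 in limma. With 161796_r_at it was at 579.6 against 564 ± 54.9 (1.03-fold, adjusted p = 0.952).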

As shown in **Figure 5D**, *Kcnq1* was a typical non-responder gene.

Genomic imprinting is an epigenetic form of gene regulation that involves differential DNA methylation of the paternal and maternal alleles of a gene. Such methylation is inherited in a parent-of-origin-specific manner. We investigated the methylation status of the known regulatory regions of the *Plagl1* and *Dlk1* genes, which were highly expressed in the responder MIN6 cells, but hardly at all in the non-responder cells (**Figure 5B and 5C**). Bisulfite methylation analysis revealed that in the *Plagl1* gene locus, the pattern of methylation of CpG islands was quantitatively different between the responder MIN6 cells (Pr-LP, C4-LP, and C4-HP) and the non-responder cells (Pr-HP) (**Figure 6A**). In the responder cells, one allele was almost completely unmethylated and the other almost completely methylated, whereas in the Pr-HP cells, both alleles appeared to be methylated at random. In contrast, the *Dlk1* locus was significantly less methylated in Pr-HP cells than in the responder cells (**Figure 6B**). Thus, the methylation levels of the CpG islands of imprinted genes differed between the responder and non-responder MIN6 cells, but the pattern of methylation differed according to the gene locus.

**Figure 6:**
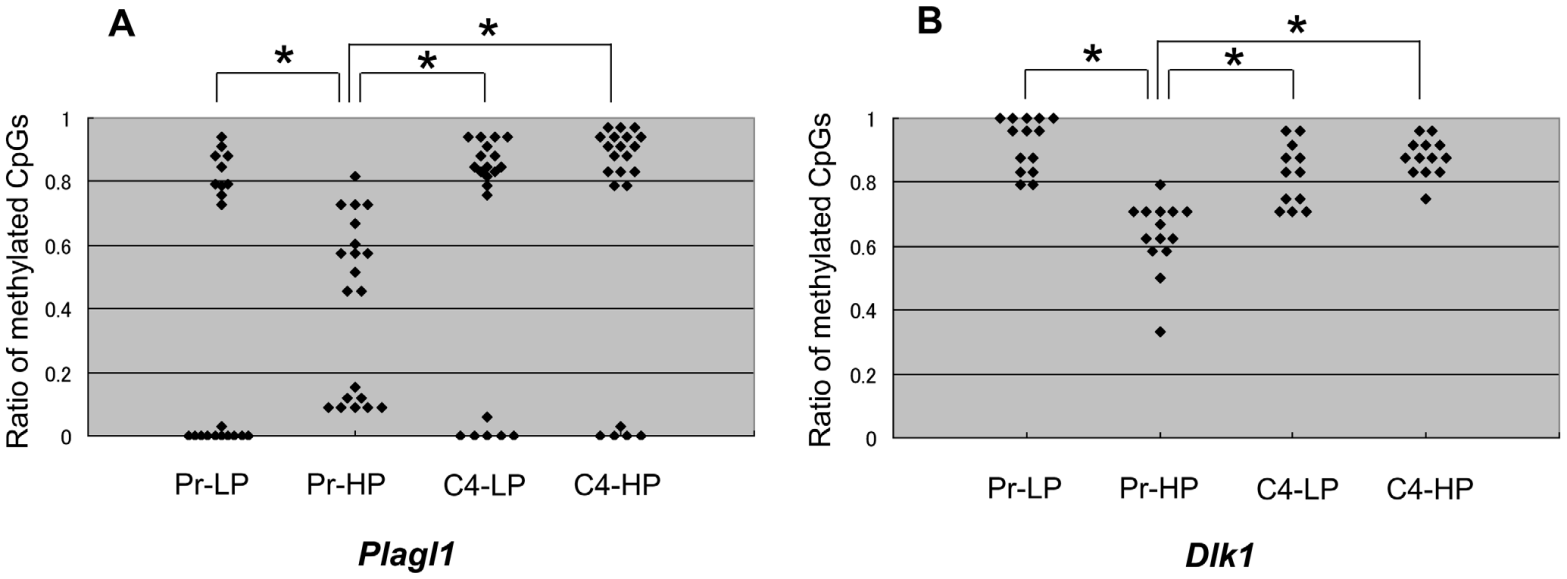
Analysis of CpG methylation of *Plagl1* and *Dlk1*. The ratio of methylated CpGs of each allele from Pr-LP, Pr-HP, C4-LP, and C4-HP MIN6 cells, in the *Plagl1* gene region (A) and the *Dlk1* gene region (B), by bisulfite sequencing. In the *Plagl1* gene locus, the pattern of methylation of CpG islands was quantitatively different between the responder MIN6 cells (Pr-LP, C4-LP, and C4-HP) and the non-responder cells (Pr-HP). In responder cells, one allele was either almost completely unmethylated and the other was almost completely methylated, whereas in the Pr-HP cells, both alleles were randomly methylated. In contrast, the *Dlk1* locus was significantly less methylated in Pr-HP cells than in the responder MIN6 cells. Values are means ± SD and n = 8-10. *P<0.

## Discussion

Although MIN6 cells are widely used as a model of pancreatic β cells, the GSIS is gradually lost with long-term culture. We previously isolated a subclone, MIN6 clone 4, from the parental MIN6 cells. This subclone showed stable GSIS even after long-term culture. To look for candidate genes for the maintenance of GSIS, we decided to analyze the gene expression patterns of Pr-LP, Pr-HP, C4-LP, and C4-HP cells. Our DNA microarray analysis extracted 60 differentially expressed responder genes (with consistently higher expression in Pr-LP, C4-LP, and C4-HP cells) and 62 non-responder genes (higher expression in the Pr-HP cells) (**Table S2**). Genes differentially expressed among Pr-LP, C4-LP, and C4-HP cells are also listed (Table S3, S4, S5). Among these genes, *Tmem59l* is also one of the responder genes (Table 1). As shown in Figure S1E, *Tmem59l* was highly expressed in the responder cells, but not in the non-responder cells. 

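Tmem59l, which encodes a transmembrane protein of the Golgi, had an intensity of 576 in Pr-LP, 2324 in C4-LP and 1649 in C4-HP, against 125.3 in Pr-HP. The mean of the clone 4 cells was thus 3.45 times the Pr-LP value, a ratio of 2 arrays against 1 of which no test was made. For the responder mean of 1516 ± 881 (SD, n = 3 populations) against Pr-HP, the adjusted p was 0.3835 in limma.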

Its expression was higher in C4-LP and C4-HP cells than in Pr-LP cells. Further functional analysis is needed to know the roles of these differentially expressed genes in β cells.

Some of the responder genes have been implicated in the function or development of pancreatic β cells. 

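Mlxipl was at 1344 in Pr-LP, 475 in C4-LP and 708 in C4-HP and at 112.6 in Pr-HP, which is 7.48-fold for the responder mean of 842.5 ± 449.6 (SD, n = 3 populations; adjusted p = 0.342 from limma). Of 35 measured genes of glucose metabolism and stimulus coupling 0 passed limma (8 at an unadjusted p under 0.05) and 32 were within 2-fold. Adjusted over the list alone, Cacna1c, a subunit of the L-type calcium channel, with a probe set that Table S2 names D930026N18Rik (391 ± 43.2 against 190.5), and Adcy6, an adenylate cyclase (310.2 ± 14.0 against 195.7), were higher in the responder cells, and Pfkp, the platelet form of phosphofructokinase, in Pr-HP (468 against 189 ± 31.0). Other probe sets gave 1.345-fold for Cacna1c and 2.93- and 1.08-fold for Pfkp. Probe sets of Cacna1c and Pfkp are also in Table S2, picked by the study from these arrays. The potassium channel gene Kcnj11 was at 973 ± 181 against 644 (adjusted p = 0.557 from limma), with a second Kcnj11 probe set 2.03-fold higher in the responder cells. The list's median log2 difference was 0.07, at percentile 96.35 of 10000 random lists of like expression (99.6 with the mean of a gene's probe sets).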

One responder gene, *Chrebp* (official name: *Mlxipl*), encodes a transcription factor called carbohydrate-responsive element binding protein (ChREBP), and its expression increases in response to extracellular glucose in β cells [17]. It is also involved in the differentiation [18] and proliferation of β cells [19]. *Chrebp* was also reported to be expressed in the embryonic pancreas and to be a target of FOXA1 and FOXA2, which are crucial for the mature β-cell phenotype [20]. Our data suggested that *Chrebp* is also important for the physiological function of β cells.

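Scgn, which encodes the calcium sensor secretagogin, was at 4283 in Pr-LP, 1082 in C4-LP, 2009 in C4-HP and 464 in Pr-HP, 5.30-fold for the responder mean (adjusted p = 0.4898 from limma). Cplx2, for a complexin that binds SNARE complexes, was 3.40-fold higher in the responder cells with its brightest probe set (1852 ± 167, SD, n = 3 populations, against 545; adjusted p = 0.0779) and 2.12- and 1.52-fold with the others. Syt7, for a calcium sensor of exocytosis, was 1.51-fold higher with its brightest probe set (977 ± 22.7 against 647) and between 1.16-fold and 3.16-fold with the others. Vamp8, an endosomal SNARE protein, was higher in Pr-HP (3905 against 1978 ± 170.3, 1.97-fold). Of 38 measured genes of the exocytosis machinery 0 passed limma (6 at an unadjusted p under 0.05) and 34 were within 2-fold. Adjusted over the list alone, Cplx2 and Syt7 were higher in the responder cells and Vamp8 in Pr-HP, with adjusted p of 0.00736, 0.02535 and 0.02865. Cplx2, Scgn and Syt7 were also picked by the study from these arrays. The median log2 difference of the list was 0.07, at percentile 97.8 of 10000 random lists of like expression, which falls to 84.3 without C4-LP, 92.4 without C4-HP and 96.95 with the floor at 1.0 unit.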

Genes known to be involved in exocytosis were also found among the responder genes. *Syt7* is a member of the synaptotagmin family, which is crucial for the exocytosis of vesicles [21]. Its protein product, Synaptotagmin VII, participates in the calcium-dependent insulin release from pancreatic β cells [22], [23], and the ablation of *Syt7* impairs GSIS [24], [25]. Complexin II, encoded by *Cplx2*, is a cytoplasmic pre-synaptic protein believed to regulate neurotransmitter release from pre-synaptic terminals [26]. In our results, the Complexin II level appeared to be high in pancreatic β cells. Because *Cplx2* is a homologue of *Cplx1*, which is implicated in insulin secretion [27], [28], *Cplx2* may also play a role in insulin secretion. *Scgn,* which encodes a calcium-binding protein, is highly expressed in the pancreatic islets [29] and is also involved in the regulation of insulin secretion [30].

The Pr-HP MIN6 cells expressed some pancreas-related genes that are not normally expressed in mature β cells. For example, *Car2*, which encodes carbonic anhydrase 2, is expressed in duct cells and pancreatic α cells [31]. 

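Gcg, the glucagon gene of α cells, was at 10552 in Pr-HP, 502 in Pr-LP, 3175 in C4-LP and 2915 in C4-HP with its brighter probe set, and 10.0-fold higher in Pr-HP than in the responder mean with the other (2244 against 224 ± 154, SD, n = 3 populations; adjusted p = 0.444 from limma). Car2, the carbonic anhydrase of duct cells, was 12.7-fold higher in Pr-HP (1831 against 144 ± 15.8) and passed limma with an adjusted p of 0.0447. Maf, a transcription factor, was at least 4.88-fold higher in Pr-HP with the probe set of Table 2 (286 in Pr-HP, called by limma on no measured spread since all responder values were raised to the floor, and with an adjusted p of 0.0208 when the floor is lowered to 1.0 unit), at least 2.35-fold with a further one and 1.18- and 1.195-fold with 2 others. The calls of Car2 and Maf are lost in limma without any 1 of the responder populations, in fits with fewer residual degrees of freedom. The log2 difference of Car2 was then between -3.76 and -3.61, against -3.67 with all 3. That of Maf stayed at -2.285, its responder values being at the floor. In the marker counts that follow, each gene is taken by its brightest probe set. These counts cover neither the called probe set of Maf nor the Gcg probe set with the 10.0-fold difference. Of 14 measured α, δ and PP cell markers 0 passed limma (0 at an unadjusted p under 0.05), and Ttr went the other way (1644 ± 1371 against 248.0), while Sst and Ppy were within 2-fold; the median log2 difference of responder cells and Pr-HP was 0.07 (percentile 95.9 of 10000 random lists of like expression, 97.7 with quantile normalization and 99.0 with the mean of a gene's probe sets; without C4-HP 0.14, percentile 99.6). Of 17 duct cell markers Car2 alone passed, and Prom1 was higher in the responder cells (1987 ± 716 against 551; median 0.02, percentile 75.2), and all 22 acinar markers were within 2-fold (0 at an unadjusted p under 0.05, median 0.02, percentile 95.4, and 0.04 at 98.9 without C4-LP). Outside these counts, since only the paper's supplement names their probe sets, the duct gene Spp1 was at 3041 in Pr-HP against 404 ± 355 (adjusted p = 0.506) and the α cell gene Gc at 70.95 against 323 ± 71.9 (adjusted p = 0.2075). Of 23 genes known to be kept off in β cells, each taken by its brightest probe set, which for Maf is not the one called, 0 passed limma over all probe sets (3 at an unadjusted p under 0.05). Adjusted over the list alone, Arap2 (655 against 192 ± 35.7) and Acot7 (411 against 167 ± 25.7) were higher in Pr-HP, and lactate dehydrogenase A (Ldha) was at 3059 against 778.5 ± 547 without passing. Their median log2 difference was -0.01 (percentile 14.8, and 0.18 with the floor at 1.0 unit).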

*Gcg*, encoding preproglucagon, is expressed in pancreatic α cells. *cMaf* (official name: *Maf*) encodes a transcription factor that belongs to the large Maf family, and the *cMaf* mRNA is detected in the embryonic pancreas [32], but it is not expressed in adult pancreatic β cells. *cMaf* was also reported to be expressed in pancreatic α cells and to have a role in their differentiation and maintenance [33]–[35].

The *Ins2* gene was expressed at high levels in all four MIN6 cell groups, whereas the *Ins1* gene expression was high in responder cells, but extremely low in Pr-HP cells (**Figure 3E**). *Ins1* and *Ins2* are regulated differently [36]–[39] and are under the control of different enhancer-promoter regions. The human insulin gene (*INS*) and the mouse *Ins2* gene have two introns, but the mouse *Ins1* gene lacks the second intron. Thus, the mouse *Ins2* gene appears more like the human insulin gene. Compensatory responses were reported in mice carrying a null mutation for *Ins1* or *Ins2* [40]. Therefore, the downregulation of *Ins1* might not account for the dysregulation of GSIS in Pr-HP cells. In pancreatic β-cell-specific *Neurod1* knockout mice, the *Ins1* gene expression is almost absent, whereas the *Ins2* gene expression is not much affected [41]. 

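Neurod1, a helix-loop-helix factor that binds the insulin promoter, has a second probe set on chip A (92717_at), with an intensity of 443.9 in Pr-LP, 307 in C4-LP, 368 in C4-HP and 183.6 in Pr-HP. Its responder mean of 373 ± 68.7 (SD, n = 3 populations) was 2.03 times the Pr-HP value, with an adjusted p of 0.373 in limma.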

*Neurod1* expression in Pr-HP cells was approximately half that in the responder cells (**Table 3**), which may partly explain the low level of *Ins1* expression in the Pr-HP cells.

Our DNA microarray analysis identified *Cd24a* as a responder gene (**Figure 3G**). Immunohistochemical analysis confirmed that CD24 was expressed on the surface of Pr-LP cells and MIN6 clone 4 cells, but was low or absent in Pr-HP cells. Similarly, Cram *et al.* showed that the *Cd24* gene is expressed at higher levels in RIN-A12 insulinoma cells, which produce a larger amount of insulin, than in RIN-5AH insulinoma cells, which are low insulin producers [42]. Our present results may suggest that CD24 is a useful marker for β-cell lines that retain their differentiated phenotypes.

The *Hepacam2* gene was identified as a responder gene (**Figure 3H**). 

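Hepacam2 had an intensity of 2979 in Pr-LP, 1347 in C4-LP, 1830.0 in C4-HP and 118.9 in Pr-HP with its probe set 108813_at. The responder mean was 2052 ± 838.5 (SD, n = 3 populations), and the log2 difference from Pr-HP was 4.03 with a standard error of 0.48. Its adjusted p was 0.157 in limma, short of the threshold.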

*Hepacacm2* encodes a putative membrane-anchored protein and was reported to be expressed in pancreatic endocrine cells, including β cells [43]. Our *in situ* hybridization analysis confirmed this (**Figure 4C**). It should be interesting to examine the possible roles of *Hepacam2* in the regulation of GSIS in β cells.

The present study also found a set of imprinted genes among the responder genes. The majority of known imprinted genes in mammals have roles in the control of embryonic growth and development, including development of the placenta [44]. Others are involved in post-natal development, with roles in suckling behavior and metabolism [44]. The imprinted responder genes *Plagl1*, *Dlk1*, and *Nnat* have been implicated in pancreatic β-cell function [45]–[51]. *Plagl1*, also called *Zac1*, was first isolated as a candidate gene for transient neonatal diabetes (TNDM) [45], which is a rare inherited diabetic syndrome apparent in the first weeks of human life and again during early adulthood. *Plagl1* encodes a proapoptotic zinc finger protein. To investigate its pancreatic function, Ma *et al*. developed a high-copy transgenic mouse line, *TNDM29*, carrying the human *TNDM* locus, including the *Plagl1* gene [46]. *TNDM29* neonates display hyperglycemia, and older adults have impaired glucose tolerance. *Plagl1* overexpression in β-cell lines impairs insulin secretion [47]. Combined with our data, these findings suggest that β-cell function requires the careful regulation of *Plagl1* expression levels.

*Dlk1* is expressed in the embryonic pancreas and is gradually restricted to β cells during development [48]. Its protein, Dlk1, is secreted from islets and a β-cell line, and *Dlk1* overexpression in RINm5F cells attenuates their proliferation [49].

*Nnat* expression was first discovered in the brain and is regulated by *Neurod1*; its suppression by siRNA represses the GSIS by β cells [50]. A recent report also revealed that *Nnat* is involved in the insulin secretory mechanism and in apoptosis [51]. Thus, the low expression of *Nnat* may partly account for the impairment of insulin secretion in Pr-HP cells.

Two other imprinted genes, *Meg3* (*Gtl2*) and *Mirg*, were identified as responder genes. These genes are located in the *Dlk1*-*Gtl2* gene cluster. 

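Meg3, a maternally expressed noncoding RNA, was at 595 ± 189.6 (SD, n = 3 populations) in the responder cells with probe set 160173_at and was at least 8.84-fold higher there than in Pr-HP, and at 1798 ± 378 against 555.1 with 160172_at (3.24-fold, adjusted p = 0.2525 from limma). Another probe set, 138993_r_at, was at least 2.18-fold higher. With 6 further probe sets of Meg3 the responder mean was between 0.978 and 1.76 times the Pr-HP value. Mirg, a noncoding RNA that hosts microRNAs, was at 329.4 ± 40.8 against 190.7 with the probe set of Table 1 (1.73-fold, adjusted p = 0.3455). Its other probe sets gave 1.67, 1.55 and 0.93 times the Pr-HP value.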

Upon examination, we found that other genes in this locus, *Rtl1* and *Rian*, were also responder genes. The human *DLK1*-*MEG3* (*GTL2*) gene region was recently reported to affect susceptibility for type 1 diabetes [52]. Thus, this locus may contribute to the regulation of β-cell function.

In contrast to the above imprinted genes, *Kcnq1* was expressed at very low levels in the responder cells, but at high levels in the non-responder, Pr-HP cells. Recently *Kcnq1* was reported to be a candidate gene for type 2 diabetes susceptibility [13], [14]. *Kcnq1*-overexpressing MIN6 cells show a defect in insulin secretion in response to various secretagogues [53]. Thus, it is possible that high levels of *Kcnq1* expression lead to poor β-cell function.

DNA methylation is necessary for the proper expression of imprinted genes [13], [14] and is believed to represent the primary imprinting mark. Imprinted genes can be divided into two classes based on whether they are activated or repressed by the loss of DNA methylation. To clarify the mechanism for the regulation of imprinted genes in MIN6 cells, we analyzed the methylation status of the known regulatory loci of the *Plagl1* and *Dlk1* genes. One allele of the *Plagl1* gene locus was unmethylated and the other was highly methylated in responder cells, whereas both alleles were randomly methylated at various levels in Pr-HP cells (**Figure 6A**). *Plagl1* expression is reported to be downregulated by methylation [54]. Therefore, the random methylation of the *Plagl1* locus may account for its reduced expression in Pr-HP cells. On the other hand, both alleles of the *Dlk1* locus were highly methylated in responder cells, but were less methylated in non-responder cells (**Figure 6B**). An analysis of *Dnmt* ^−/−^ embryos indicated that *Dlk1* is positively regulated by DNA methylation [55]. Therefore, the reduced methylation of the *Dlk1* locus may account for the lower *Dlk1* gene expression in the Pr-HP cells.

Recently, an epigenetic mechanism was reported to be involved in the dysfunction of pancreatic β cells *in vivo*, resulting in the development of diabetes mellitus [56]–[60]. The imprinted genes found in the responder and non-responder genes may be important for the maintenance of β-cell functions. Further analysis of the genes identified by the global expression profiling of well-regulated and dysregulated MIN6 cells will help us to clarify the regulatory networks that control insulin secretion.

## Supporting Information

Figure S1 **Quantitative RT-PCR analysis.** Expression of the genes of interest, *Chrebp* (A), *Syt7* (B), *Cplx2* (C), *Scgn* (D), and *Tmem59l* (E) in Pr-LP, Pr-HP, C4-LP, and C4-HP MIN6 cells was examined by quantitative RT-PCR. These genes were confirmed to be responder genes. n = 4–5. Values are means ± SD. *P<0.05.
(TIF) Click here for additional data file.

Table S1 **PCR primers used in the present study.**
(PDF) Click here for additional data file.

Table S2 **Genes differentially expressed between responder and non-responder MIN6 cells.**
(PDF) Click here for additional data file.

Table S3 **Genes differentially expressed between Pr-LP and clone 4 MIN6 cells.**
(PDF) Click here for additional data file.

Table S4 **Genes differentially expressed between Pr-LP and C4-LP MIN6 cells.**
(PDF) Click here for additional data file.

Table S5 **Genes differentially expressed between C4-LP and C4-HP MIN6 cells.**
(PDF) Click here for additional data file.

## References

[1] MiyazakiJ, ArakiK, YamatoE, IkegamiH, AsanoT, et al (1990) Establishment of a pancreatic beta cell line that retains glucose-inducible insulin secretion: special reference to expression of glucose transporter isoforms. Endocrinology 127: 126–132.216330710.1210/endo-127-1-126

[2] KayoT, SawadaY, SuzukiY, SudaM, TanakaS, et al (1996) Proprotein-processing endoprotease furin decreases regulated secretory pathway-specific proteins in the pancreatic beta cell line MIN6. J Biol Chem 271: 10731–10737.863188210.1074/jbc.271.18.10731

[3] SawadaY, ZhangB, OkajimaF, IzumiT, TakeuchiT (2001) PTHrP increases pancreatic beta-cell-specific functions in well-differentiated cells. Mol Cell Endocrinol 182: 265–275.1151406010.1016/s0303-7207(01)00482-8

[4] O'DriscollL, GammellP, McKiernanE, RyanE, JeppesenPB, et al (2006) Phenotypic and global gene expression profile changes between low passage and high passage MIN-6 cells. J Endocrinol 191: 665–676.1717022310.1677/joe.1.06894

[5] MinamiK, YanoH, MikiT, NagashimaK, WangCZ, et al (2000) Insulin secretion and differential gene expression in glucose-responsive and -unresponsive MIN6 sublines. Am J Physiol Endocrinol Metab 279: E773–781.1100175810.1152/ajpendo.2000.279.4.E773

[6] LillaV, WebbG, RickenbachK, MaturanaA, SteinerDF, et al (2003) Differential gene expression in well-regulated and dysregulated pancreatic beta-cell (MIN6) sublines. Endocrinology 144: 1368–1379.1263992010.1210/en.2002-220916

[7] DowlingP, O'DriscollL, O'SullivanF, DowdA, HenryM, et al (2006) Proteomic screening of glucose-responsive and glucose non-responsive MIN-6 beta cells reveals differential expression of proteins involved in protein folding, secretion and oxidative stress. Proteomics 6: 6578–6587.1716344210.1002/pmic.200600298

[8] DowlingP, ShieldsW, RaniS, MeleadyP, HenryM, et al (2008) Proteomic analysis of conditioned media from glucose responsive and glucose non-responsive phenotypes reveals a panel of secreted proteins associated with beta cell dysfunction. Electrophoresis 29: 4141–4149.1892410510.1002/elps.200800152

[9] ChengK, Delghingaro-AugustoV, NolanCJ, TurnerN, HallahanN, et al (2012) High passage MIN6 cells have impaired insulin secretion with impaired glucose and lipid oxidation. PLoS One 7: e40868.2280828110.1371/journal.pone.0040868PMC3396628

[10] HiuraH, ObataY, KomiyamaJ, ShiraiM, KonoT (2006) Oocyte growth-dependent progression of maternal imprinting in mice. Genes to Cells 11: 353–361.1661123910.1111/j.1365-2443.2006.00943.x

[11] TakadaS, PaulsenM, TevendaleM, TsaiCE, KelseyG, et al (2002) Epigenetic analysis of the Dlk1-Gtl2 imprinted domain on mouse chromosome 12: implications for imprinting control from comparison with Igf2-H19. Hum Mol Genet 11: 77–86.1177300110.1093/hmg/11.1.77

[12] HoffmanBG, ZavagliaB, WitzscheJ, Ruiz de AlgaraT, BeachM, et al (2008) Identification of transcripts with enriched expression in the developing and adult pancreas. Genome Biol 9: R99.1855441610.1186/gb-2008-9-6-r99PMC2481431

[13] MorisonIM, RamsayJP, SpencerHG (2005) A census of mammalian imprinting. Trends Genet 21: 457–465.1599019710.1016/j.tig.2005.06.008

[14] EdwardsCA, Ferguson-SmithAC (2007) Mechanisms regulating imprinted genes in clusters. Curr Opin Cell Biol 19: 281–289.1746725910.1016/j.ceb.2007.04.013

[15] YasudaK, MiyakeK, HorikawaY, HaraK, OsawaH, et al (2008) Variants in KCNQ1 are associated with susceptibility to type 2 diabetes mellitus. Nat Genet 40: 1092–1097.1871136710.1038/ng.207

[16] UnokiH, TakahashiA, KawaguchiT, HaraK, HorikoshiM, et al (2008) SNPs in KCNQ1 are associated with susceptibility to type 2 diabetes in East Asian and European populations. Nat Genet 40: 1098–1102.1871136610.1038/ng.208

[17] LeclercI, RutterGA, MeurG, NoordeenN (2012) Roles of Ca^2+^ions in the control of ChREBP nuclear translocation. J Endocrinol 213: 115–122.2240285210.1530/JOE-11-0480

[18] MetukuriMR, ZhangP, BasantaniMK, ChinC, StamaterisRE, et al (2012) ChREBP mediates glucose-stimulated pancreatic β-cell proliferation. Diabetes 61: 2004–2015.2258658810.2337/db11-0802PMC3402328

[19] SoggiaA, FlosseauK, RavassardP, SzinnaiG, ScharfmannR, et al (2012) Activation of the transcription factor carbohydrate-responsive element-binding protein by glucose leads to increased pancreatic beta cell differentiation in rats. Diabetologia 55: 2713–2722.2276078810.1007/s00125-012-2623-0PMC3433661

[20] GaoN, Le LayJ, QinW, DolibaN, SchugJ, et al (2010) Foxa1 and Foxa2 maintain the metabolic and secretory features of the mature beta-cell. Mol Endocrinol 24: 1594–1604.2053469410.1210/me.2009-0513PMC2940470

[21] GauthierBR, WollheimCB (2008) Synaptotagmins bind calcium to release insulin. Am J Physiol Endocrinol Metab 295: E1279–1286.1871395810.1152/ajpendo.90568.2008

[22] GaoZ, Reavey-CantwellJ, YoungRA, JegierP, WolfBA (2000) Synaptotagmin III/VII isoforms mediate Ca^2+^-induced insulin secretion in pancreatic islet beta-cells. J Biol Chem 275: 36079–36085.1093808310.1074/jbc.M004284200

[23] GauthierBR, DuhamelDL, IezziM, TheanderS, SaltelF, et al (2008) Synaptotagmin VII splice variants alpha, beta, and delta are expressed in pancreatic beta-cells and regulate insulin exocytosis. FASEB J 22: 194–206.1770960810.1096/fj.07-8333com

[24] LiY, WangP, XuJ, GorelickF, YamazakiH, et al (2007) Regulation of insulin secretion and GLUT4 trafficking by the calcium sensor synaptotagmin VII. Biochem Biophys Res Commun 362: 658–664.1772013910.1016/j.bbrc.2007.08.023PMC2194288

[25] GustavssonN, LaoY, MaximovA, ChuangJC, KostrominaE, et al (2008) Impaired insulin secretion and glucose intolerance in synaptotagmin-7 null mutant mice. Proc Natl Acad Sci USA 105: 3992–3997.1830893810.1073/pnas.0711700105PMC2268794

[26] KataokaM, SekiguchiM, TakahashiM (2009) Identification of a minimal segment of complexin II essential for preferential distribution in axons. J Neurochem 108: 1109–1115.1914107710.1111/j.1471-4159.2009.05874.x

[27] AbderrahmaniA, NiederhauserG, PlaisanceV, RoehrichME, LenainV, et al (2004) Complexin I regulates glucose-induced secretion in pancreatic beta-cells. J Cell Sci 117: 2239–2247.1512662510.1242/jcs.01041

[28] MajM, GartnerW, IlhanA, NeziriD, AttemsJ, et al (2010) Expression of TAU in insulin-secreting cells and its interaction with the calcium-binding protein secretagogin. J Endocrinol 205: 25–36.2006151410.1677/JOE-09-0341

[29] WagnerL, OliyarnykO, GartnerW, NowotnyP, GroegerM, et al (2000) Cloning and expression of secretagogin, a novel neuroendocrine- and pancreatic islet of Langerhans-specific Ca^2+^-binding protein. J Biol Chem 275: 24740–24751.1081164510.1074/jbc.M001974200

[30] GartnerW, VilaG, DanevaT, NabokikhA, Koc-SaralF, et al (2007) New functional aspects of the neuroendocrine marker secretagogin based on the characterization of its rat homolog. Am J Physiol Endocrinol Metab 293: E347–354.1742611310.1152/ajpendo.00055.2007

[31] InadaA, NienaberC, FonsecaS, Bonner-WeirS (2006) Timing and expression pattern of carbonic anhydrase II in pancreas. Dev Dyn 235: 1571–1577.1658643910.1002/dvdy.20754

[32] NishimuraW, KondoT, SalamehT, El KhattabiI, DodgeR, et al (2006) A switch from MafB to MafA expression accompanies differentiation to pancreatic beta-cells. Dev Biol 293: 526–539.1658066010.1016/j.ydbio.2006.02.028PMC2390934

[33] GosmainY, CheyssacC, Heddad MassonM, DibnerC, PhilippeJ (2011) Glucagon gene expression in the endocrine pancreas: the role of the transcription factor Pax6 in alpha-cell differentiation, glucagon biosynthesis and secretion. Diabetes Obes Metab 13 Suppl 131–38.2182425410.1111/j.1463-1326.2011.01445.x

[34] KatzLS, GosmainY, MarthinetE, PhilippeJ (2009) Pax6 regulates the proglucagon processing enzyme PC2 and its chaperone 7B2. Mol Cell Biol 29: 2322–2334.1922347110.1128/MCB.01543-08PMC2663301

[35] GosmainY, AvrilI, MaminA, PhilippeJ (2007) Pax-6 and c-Maf functionally interact with the alpha-cell-specific DNA element G1 in vivo to promote glucagon gene expression. J Biol Chem 282: 35024–35034.1790105710.1074/jbc.M702795200

[36] MeurG, QianQ, da Silva XavierG, PullenTJ, TsuboiT, et al (2011) Nucleo-cytosolic shuttling of FoxO1 directly regulates mouse Ins2 but not Ins1 gene expression in pancreatic beta cells (MIN6). J Biol Chem 286: 13647–13656.2133555010.1074/jbc.M110.204248PMC3075709

[37] BengtssonM, StahlbergA, RorsmanP, KubistaM (2005) Gene expression profiling in single cells from the pancreatic islets of Langerhans reveals lognormal distribution of mRNA levels. Genome Res 15: 1388–1392.1620419210.1101/gr.3820805PMC1240081

[38] LingZ, HeimbergH, ForiersA, SchuitF, PipeleersD (1998) Differential expression of rat insulin I and II messenger ribonucleic acid after prolonged exposure of islet beta-cells to elevated glucose levels. Endocrinology 139: 491–495.944961610.1210/endo.139.2.5749

[39] GiddingsSJ, CarnaghiLR, FischerLJ, MillerCP (1991) Differential regulation of rat insulin I and II messenger RNA synthesis: effects of fasting and cyproheptadine. Mol Endocrinol 5: 549–554.192208710.1210/mend-5-4-549

[40] LerouxL, DesboisP, LamotteL, DuvillieB, CordonnierN, et al (2001) Compensatory responses in mice carrying a null mutation for Ins1 or Ins2. Diabetes 50 Suppl 1S150–153.1127217910.2337/diabetes.50.2007.s150

[41] GuC, SteinGH, PanN, GoebbelsS, HornbergH, et al (2010) Pancreatic beta cells require NeuroD to achieve and maintain functional maturity. Cell Metabolism 11: 298–310.2037496210.1016/j.cmet.2010.03.006PMC2855640

[42] CramDS, McIntoshA, OxbrowL, JohnstonAM, DeAizpuruaHJ (1999) Differential mRNA display analysis of two related but functionally distinct rat insulinoma (RIN) cell lines: identification of CD24 and its expression in the developing pancreas. Differentiation 64: 237–246.1036544110.1046/j.1432-0436.1999.6440237.x

[43] HaldJ, GalboT, RescanC, RadzikowskiL, SprinkelAE, et al (2012) Pancreatic islet and progenitor cell surface markers with cell sorting potential. Diabetologia 55: 154–165.2194738010.1007/s00125-011-2295-1

[44] TyckoB, MorisonIM (2002) Physiological functions of imprinted genes. J Cell Physiol 192: 245–258.1212477010.1002/jcp.10129

[45] KamiyaM, JudsonH, OkazakiY, KusakabeM, MuramatsuM, et al (2000) The cell cycle control gene ZAC/PLAGL1 is imprinted--a strong candidate gene for transient neonatal diabetes. Hum Mol Genet 9: 453–460.1065555610.1093/hmg/9.3.453

[46] MaD, ShieldJP, DeanW, LeclercI, KnaufC, et al (2004) Impaired glucose homeostasis in transgenic mice expressing the human transient neonatal diabetes mellitus locus, TNDM. J Clin Invest 114: 339–348.1528680010.1172/JCI19876PMC484972

[47] HoffmannA, SpenglerD (2012) Transient neonatal diabetes mellitus gene Zac1 impairs insulin secretion in mice through Rasgrf1. Mol Cell Biol 32: 2549–2560.2254767610.1128/MCB.06637-11PMC3434484

[48] CarlssonC, TornehaveD, LindbergK, GalanteP, BillestrupN, et al (1997) Growth hormone and prolactin stimulate the expression of rat preadipocyte factor-1/delta-like protein in pancreatic islets: molecular cloning and expression pattern during development and growth of the endocrine pancreas. Endocrinology 138: 3940–3948.927508510.1210/endo.138.9.5408

[49] FriedrichsenBN, CarlssonC, MoldrupA, MichelsenB, JensenCH, et al (2003) Expression, biosynthesis and release of preadipocyte factor-1/delta-like protein/fetal antigen-1 in pancreatic beta-cells: possible physiological implications. J Endocrinol 176: 257–266.1255387410.1677/joe.0.1760257

[50] ChuK, TsaiMJ (2005) Neuronatin, a downstream target of BETA2/NeuroD1 in the pancreas, is involved in glucose-mediated insulin secretion. Diabetes 54: 1064–1073.1579324510.2337/diabetes.54.4.1064PMC1197706

[51] JoeMK, LeeHJ, SuhYH, HanKL, LimJH, et al (2008) Crucial roles of neuronatin in insulin secretion and high glucose-induced apoptosis in pancreatic beta-cells. Cell Signal 20: 907–915.1828983110.1016/j.cellsig.2008.01.005

[52] WallaceC, SmythDJ, Maisuria-ArmerM, WalkerNM, ToddJA, et al (2010) The imprinted DLK1-MEG3 gene region on chromosome 14q32.2 alters susceptibility to type 1 diabetes. Nat Genet 42: 68–71.1996680510.1038/ng.493PMC2820243

[53] YamagataK, SenokuchiT, LuM, TakemotoM, Fazlul KarimM, et al (2011) Voltage-gated K+channel KCNQ1 regulates insulin secretion in MIN6 beta-cell line. Biochem Biophys Res Commun 407: 620–625.2142690110.1016/j.bbrc.2011.03.083

[54] VarraultA, BilangesB, MackayDJ, BasyukE, AhrB, et al (2001) Characterization of the methylation-sensitive promoter of the imprinted ZAC gene supports its role in transient neonatal diabetes mellitus. J Biol Chem 276: 18653–18656.1129753510.1074/jbc.C100095200

[55] SchmidtJV, MattesonPG, JonesBK, GuanXJ, TilghmanSM (2000) The Dlk1 and Gtl2 genes are linked and reciprocally imprinted. Genes Dev 14: 1997–2002.10950864PMC316857

[56] YangBT, DayehTA, VolkovPA, KirkpatrickCL, MalmgrenS, et al (2012) Increased DNA Methylation and Decreased Expression of PDX-1 in Pancreatic Islets from Patients with Type 2 Diabetes. Mol Endocrinol 26: 1203–1212.2257033110.1210/me.2012-1004PMC5416998

[57] VolkmarM, DedeurwaerderS, CunhaDA, NdlovuMN, DefranceM, et al (2012) DNA methylation profiling identifies epigenetic dysregulation in pancreatic islets from type 2 diabetic patients. EMBO J 31: 1405–1426.2229375210.1038/emboj.2011.503PMC3321176

[58] YangBT, DayehTA, KirkpatrickCL, TaneeraJ, KumarR, et al (2011) Insulin promoter DNA methylation correlates negatively with insulin gene expression and positively with HbA(1c) levels in human pancreatic islets. Diabetologia 54: 360–367.2110422510.1007/s00125-010-1967-6PMC3017313

[59] KurodaA, RauchTA, TodorovI, KuHT, Al-AbdullahIH, et al (2009) Insulin gene expression is regulated by DNA methylation. PLoS One 4: e6953.1974232210.1371/journal.pone.0006953PMC2735004

[60] ParkJH, StoffersDA, NichollsRD, SimmonsRA (2008) Development of type 2 diabetes following intrauterine growth retardation in rats is associated with progressive epigenetic silencing of Pdx1. J Clin Invest 118: 2316–2324.1846493310.1172/JCI33655PMC2373422

# Supplementary material for: Microarray Analysis of Novel Candidate Genes Responsible for Glucose-Stimulated Insulin Secretion in Mouse Pancreatic β Cell Line MIN6
**Source:** PLoS One. 2013 Apr 3;8(4):e61211. doi: 10.1371/journal.pone.0061211
**Supplement:** Table S1 — PCR primers used in the present study.

Table S1. PCR primers used in the present study.

| Gene            | Forward primer (5' to 3') | Reverse primer (5' to 3') |
|-----------------|---------------------------|---------------------------|
| <i>Car2</i>     | GCAACCGGATGGATTGGCTG      | CAGTTGTCCACCATCGCTTC      |
| <i>Maf</i>      | ATCCGACTGAAGCAGAAGAG      | TTAACAAGGTGGCTAGCTGG      |
| <i>Gcg</i>      | TTACTTTGTGGCTGGATTGCTT    | AGTGGCGTTTGTCTTCATTCA     |
| <i>Mafa</i>     | TTCAGCAAGGAGGAGGTCAT      | CCGCCAACTTCTCGTATTTT      |
| <i>Ins1</i>     | GCCCTTAGTGACCAGCTATAATCAG | GGGTAGGAAGTGCACCAACAG     |
| <i>Ins2</i>     | GCTTCTTCTACACACCCATGTC    | AGCACTGATCTACAATGCCAC     |
| <i>Cd24a</i>    | ACCGAACATCTAGAGAGTCG      | GCCTGAGTCTCTAACAGTAG      |
| <i>Hepacam2</i> | AAGCTAGAAGGCAGACCAGA      | GCCCATTGAATCTCACTCTG      |
| <i>Chrebp</i>   | TGCACAACCTGGAAGTTCTGG     | GGAGCTTGGAACTTTTACC       |
| <i>Syt7</i>     | CTCGAAACCTCAAAGCCATG      | AGCGATCATGTCCTTCCAGT      |
| <i>Cplx2</i>    | AAGAGCGCAAGGCGAAACAC      | ATTTGAGCACTGTGTCCAGG      |
| <i>Scgn</i>     | TCTCCTCAAGGGCCTCATTTT     | TGGATCACCAGGCGATAGG       |
| <i>Plagl1</i>   | CCCGAGAACGGGCTTGA         | GCAGCAAGCACTAGACCATGAA    |
| <i>Dlk1</i>     | TTCTCTGGAAAGGACTGCCA      | TCTTGTGACGAATCCAGCT       |
| <i>Rian</i>     | AACAGATGCCTTCCTCACTG      | TTTGTGAGCTCAGCAGTCCT      |
| <i>Kcnq1</i>    | CTGGATCAGTCCATTGGGAA      | AGGAAGAGCTCAGGGTTGAT      |
| <i>Tmem59l</i>  | AGAGTGACTTCCTCAGTTGC      | AGTAGGCTGGAGATTACAGC      |
| <i>Rpl32</i>    | CAATGTGTCCTCTAAGAACCGAAA  | CCTGGCGTTGGGATTGG         |

# Supplementary material for: Microarray Analysis of Novel Candidate Genes Responsible for Glucose-Stimulated Insulin Secretion in Mouse Pancreatic β Cell Line MIN6
**Source:** PLoS One. 2013 Apr 3;8(4):e61211. doi: 10.1371/journal.pone.0061211
**Supplement:** Table S2 — Genes differentially expressed between responder and non-responder MIN6 cells.

Table S2. Genes differentially expressed between responder and non-responder MIN6 cells.

| Probe*      | Gene symbol          | Pr-LP** | Pr-HP** | C4-LP** | C4-HP** | Responder mean*** | Fold change**** | Gene title                                                   |
|-------------|----------------------|---------|---------|---------|---------|-------------------|-----------------|--------------------------------------------------------------|
| 162573_at   | <i>Tmem59l</i>       | 1382.48 | 3.77    | 4633.73 | 3903.26 | 3306.8            | 876.52          | transmembrane protein 59-like                                |
| 115141_at   | <i>Mlxipl</i>        | 1289.8  | < 1.0   | 400.25  | 559.47  | 750.01            | > 750.01        | MLX interacting protein-like                                 |
| 136724_at   | <i>Scgn</i>          | 4857.91 | 10.27   | 937.44  | 2256.93 | 2686.64           | 261.60          | secretagogin, EF-hand calcium binding protein                |
| 165402_f_at | <i>Tmed6</i>         | 72.29   | < 1.0   | 141.78  | 108.62  | 107.68            | > 107.68        | transmembrane emp24 protein transport domain containing 6    |
| 166084_f_at | <i>Plagl1</i>        | 4760.66 | 113.97  | 4340.53 | 4734.19 | 4616.12           | 40.50           | pleiomorphic adenoma gene-like 1                             |
| 108813_at   | <i>Hepacam2</i>      | 3166.87 | 73.53   | 2279.28 | 3058.82 | 2767.27           | 37.63           | HEPACAM family member 2                                      |
| 101975_at   | <i>Dlk1</i>          | 10836.9 | 323.7   | 13653   | 9169.26 | 11244.97          | 34.74           | delta-like 1 homolog (Drosophila)                            |
| 163814_r_at | <i>Plagl1</i>        | 404.02  | 14      | 517.93  | 494.88  | 472.77            | 33.78           | pleiomorphic adenoma gene-like 1                             |
| 115180_at   | <i>Rps6kb1</i>       | 106.57  | 5.36    | 135.72  | 117     | 119.04            | 22.21           | ribosomal protein S6 kinase, polypeptide 1                   |
| 167047_r_at | <i>Syt7</i>          | 1375.05 | 65.93   | 1276.32 | 1342.03 | 1327.9            | 20.14           | synaptotagmin VII                                            |
| 134115_at   | <i>Slc29a4</i>       | 1514.41 | 78.87   | 1391.43 | 1682.69 | 1531.14           | 19.41           | solute carrier family 29 (nucleoside transporters), member 4 |
| 100600_at   | <i>Cd24a</i>         | 5664.5  | 282.53  | 5903.81 | 2859.73 | 4805.98           | 17.01           | CD24a antigen                                                |
| 95550_at    | <i>Rpgr</i>          | 103.54  | 7.27    | 110.1   | 143.31  | 119.31            | 16.42           | retinitis pigmentosa GTPase regulator                        |
| 160173_at   | <i>Meg3</i>          | 1806.63 | 154.34  | 3021.36 | 2563.43 | 2463.4            | 15.96           | maternally expressed 3                                       |
| 94852_at    | <i>Glul</i>          | 1079.61 | 53.22   | 450.34  | 868.89  | 798.05            | 15.00           | glutamate-ammonia ligase (glutamine synthetase)              |
| 92502_at    | <i>Plagl1</i>        | 1827.41 | 143.67  | 2251.62 | 2323.89 | 2135.97           | 14.87           | pleiomorphic adenoma gene-like 1                             |
| 112870_at   | <i>1700019D03Rik</i> | 276.35  | 15.17   | 203.15  | 167.1   | 210.73            | 13.89           | RIKEN cDNA 1700019D03 gene                                   |
| 107313_at   | <i>Gm2115</i>        | 658.54  | 44.75   | 696.43  | 470.63  | 607.76            | 13.58           | predicted gene 2115                                          |
| 138946_at   | <i>Syt7</i>          | 845.06  | 68.94   | 800.04  | 776.73  | 805.6             | 11.69           | synaptotagmin VII                                            |
| 97520_s_at  | <i>Nnat</i>          | 8742.89 | 637.71  | 5415.87 | 7260.28 | 7113.34           | 11.15           | neuronatin                                                   |
| 92501_s_at  | <i>Plagl1</i>        | 661.95  | 80.26   | 933.27  | 976.31  | 856.92            | 10.68           | pleiomorphic adenoma gene-like 1                             |

|             |                                        |         |        |         |         |         |       |                                                                                  |
|-------------|----------------------------------------|---------|--------|---------|---------|---------|-------|----------------------------------------------------------------------------------|
| 164148_at   | <i>Meg3</i>                            | 63.39   | 12.48  | 258.36  | 76.63   | 132.58  | 10.62 | maternally expressed 3                                                           |
| 101059_at   | <i>Ndn</i>                             | 319.41  | 94.57  | 1397.09 | 1183.73 | 966.54  | 10.22 | necdin                                                                           |
| 101487_f_at | <i>Ly6e</i>                            | 2310.75 | 250.92 | 3453.39 | 1776.05 | 2512.23 | 10.01 | lymphocyte antigen 6 complex, locus E                                            |
| 169192_i_at | <i>Dlk1</i>                            | 422.41  | 42.96  | 562.46  | 290.19  | 425.11  | 9.89  | delta-like 1 homolog (Drosophila)                                                |
| 103942_at   | <i>Gucy2c</i>                          | 1148.21 | 217.57 | 2218.71 | 3054.82 | 2118.93 | 9.74  | guanylate cyclase 2c                                                             |
| 92665_f_at  | <i>3830403N18Rik</i><br>/// <i>Xlr</i> | 416.26  | 37.99  | 479.83  | 141.8   | 345.91  | 9.10  | RIKEN cDNA 3830403N18 gene                                                       |
| 104735_at   | <i>Kctd12</i>                          | 584.7   | 73.39  | 541.38  | 881.58  | 664.97  | 9.06  | potassium channel tetramerisation domain<br>containing 12                        |
| 101851_at   | <i>Cd200</i>                           | 586.06  | 61.74  | 714.7   | 224.86  | 508.32  | 8.23  | CD200 antigen                                                                    |
| 100690_at   | <i>Th</i>                              | 4282.22 | 477.77 | 4994.45 | 1843.84 | 3705.05 | 7.75  | tyrosine hydroxylase                                                             |
| 114644_at   | <i>Amdhd2</i>                          | 177.44  | 34.91  | 251.26  | 325.06  | 252.76  | 7.24  | amidohydrolase domain containing 2                                               |
| 100772_g_at | <i>Blnk</i>                            | 2164.57 | 414.8  | 4979.05 | 1727.94 | 2957.58 | 7.13  | B-cell linker                                                                    |
| 136592_f_at | <i>Celsr2</i>                          | 204.17  | 31.64  | 237.02  | 221.84  | 221.2   | 6.99  | cadherin, EGF LAG seven-pass G-type<br>receptor 2 (flamingo homolog, Drosophila) |
| 106168_at   | <i>Cplx2</i>                           | 806.78  | 122.19 | 792.06  | 966.81  | 852.71  | 6.98  | complexin 2                                                                      |
| 165753_at   | <i>Tmod2</i>                           | 751.02  | 77.06  | 360.97  | 477.58  | 530.15  | 6.88  | tropomodulin 2                                                                   |
| 164137_at   | <i>Cdhr1</i>                           | 3040.65 | 288.52 | 965.41  | 1935.4  | 1980.31 | 6.86  | cadherin-related family member 1                                                 |
| 165756_at   | <i>Ppp1r3d</i>                         | 608.44  | 73.84  | 261.91  | 618.87  | 495.84  | 6.72  | protein phosphatase 1, regulatory subunit 3D                                     |
| 97926_s_at  | <i>Pparg</i>                           | 121.73  | 21.38  | 208.11  | 92.27   | 140.67  | 6.58  | peroxisome proliferator activated receptor<br>gamma                              |
| 166517_f_at | <i>Alcam</i>                           | 341.37  | 42.46  | 137.28  | 356.71  | 278.07  | 6.55  | activated leukocyte cell adhesion molecule                                       |
| 138453_at   | <i>Unc80</i>                           | 665.91  | 93.25  | 616.18  | 450.78  | 578.96  | 6.21  | unc-80 homolog (C. elegans)                                                      |
| 108096_at   | <i>Epb4.1l4b</i>                       | 2178.51 | 270.6  | 1110.42 | 1715.79 | 1667.52 | 6.16  | erythrocyte protein band 4.1-like 4b                                             |
| 111046_r_at | <i>Akr1c14</i>                         | 692.06  | 91.55  | 572.86  | 414.73  | 559.74  | 6.11  | aldo-keto reductase family 1, member C14                                         |
| 105715_at   | <i>A830039N20Rik</i>                   | 216.76  | 48.32  | 402.66  | 238.62  | 285.8   | 5.91  | RIKEN cDNA A830039N20 gene                                                       |
| 112937_at   | <i>Mirg</i>                            | 193.5   | 41.59  | 278.57  | 246.87  | 240.41  | 5.78  | miRNA containing gene                                                            |
| 138087_at   | <i>Fgf12</i>                           | 493.39  | 73.32  | 321.4   | 428.88  | 414.59  | 5.65  | fibroblast growth factor 12                                                      |

|             |                      |         |         |         |         |         |      |                                                                                     |
|-------------|----------------------|---------|---------|---------|---------|---------|------|-------------------------------------------------------------------------------------|
| 162947_at   | <i>Slc44a1</i>       | 261.52  | 39.14   | 213.81  | 187.67  | 218.22  | 5.57 | solute carrier family 44, member 1                                                  |
| 103052_r_at | <i>Nr2f2</i>         | 207.46  | 47.33   | 179.86  | 319.72  | 235.61  | 4.98 | nuclear receptor subfamily 2, group F, member 2                                     |
| 95024_at    | <i>Usp18</i>         | 659.66  | 103.29  | 358.41  | 523.56  | 513.93  | 4.98 | ubiquitin specific peptidase 18                                                     |
| 96143_at    | <i>Epb4.1l4b</i>     | 743.84  | 138.42  | 465.19  | 737.47  | 648.43  | 4.68 | erythrocyte protein band 4.1-like 4b                                                |
| 103238_at   | <i>Wnt4</i>          | 346.88  | 76.99   | 387.88  | 336.29  | 357.85  | 4.65 | wingless-related MMTV integration site 4                                            |
| 106933_at   | <i>Phactr1</i>       | 290.55  | 60.68   | 278.58  | 277.51  | 282     | 4.65 | phosphatase and actin regulator 1                                                   |
| 167230_f_at | <i>Anxa4</i>         | 1407.66 | 238.27  | 1318.07 | 592.57  | 1106.3  | 4.64 | annexin A4                                                                          |
| 113747_at   | <i>Ptprn2</i>        | 4885.85 | 871.19  | 3693.4  | 3340.22 | 3966.46 | 4.55 | protein tyrosine phosphatase, receptor type, N polypeptide 2                        |
| 163880_at   | <i>Uaca</i>          | 337.07  | 57.31   | 164.69  | 275.84  | 258.37  | 4.51 | uveal autoantigen with coiled-coil domains and ankyrin repeats                      |
| 110653_at   | <i>Ino80d</i>        | 852.66  | 195.81  | 786.5   | 878.4   | 838.89  | 4.28 | INO80 complex subunit D                                                             |
| 106549_at   | <i>Phactr1</i>       | 873.48  | 205.57  | 832.11  | 882.87  | 864.34  | 4.20 | phosphatase and actin regulator 1                                                   |
| 93390_g_at  | <i>Prom1</i>         | 791.74  | 337.9   | 1757.55 | 1661.5  | 1404.04 | 4.16 | prominin 1                                                                          |
| 162923_at   | <i>Iqgap2</i>        | 352.02  | 89.41   | 337.84  | 432.83  | 369.49  | 4.13 | IQ motif containing GTPase activating protein 2                                     |
| 99197_at    | <i>Gc</i>            | 603.29  | 205.49  | 943.05  | 921.5   | 810.98  | 3.95 | group specific component                                                            |
| 164850_f_at | <i>Pvrl2</i>         | 988.78  | 187.68  | 705.8   | 487.88  | 726.48  | 3.87 | poliovirus receptor-related 2                                                       |
| 111016_at   | <i>Tm4sf4</i>        | 2601.32 | 674.03  | 2985.65 | 1903.87 | 2496.24 | 3.70 | transmembrane 4 superfamily member 4                                                |
| 92403_at    | <i>St6galnac5</i>    | 764.14  | 210.24  | 883.75  | 643.86  | 763.48  | 3.63 | ST6 (alpha-N-acetyl-neuraminy-2,3-beta-galactosyl-1,3)-N-acetylgalactosaminide      |
| 94429_at    | <i>Eef1a2</i>        | 4857.48 | 1573.62 | 5991.6  | 6316.12 | 5671.21 | 3.60 | alpha-2,6-sialyltransferase 5<br>eukaryotic translation elongation factor 1 alpha 2 |
| 101451_at   | <i>Peg3</i>          | 3648.38 | 840.61  | 2717.96 | 2538.78 | 2962.66 | 3.52 | paternally expressed 3                                                              |
| 163413_at   | <i>Gnaz</i>          | 464.46  | 150.21  | 433.1   | 505.83  | 467.72  | 3.11 | guanine nucleotide binding protein, alpha z subunit                                 |
| 137133_s_at | <i>D930026N18Rik</i> | 763.79  | 238.66  | 711     | 746.12  | 737.03  | 3.09 | RIKEN cDNA D930026N18 gene                                                          |
| 94802_at    | <i>Mtss1l</i>        | 641.12  | 229.05  | 816.35  | 666.05  | 707.08  | 3.09 | metastasis suppressor 1-like                                                        |
| 166444_f_at | <i>Mfn2</i>          | 1214.13 | 369.49  | 1077.15 | 1042.7  | 1111.91 | 3.01 | mitofusin 2                                                                         |

|             |                  |        |         |         |        |        |       |                                                          |
|-------------|------------------|--------|---------|---------|--------|--------|-------|----------------------------------------------------------|
| 113708_at   | <i>Endod1</i>    | 278.58 | 758.79  | 267.64  | 202.17 | 248.67 | -3.05 | endonuclease domain containing 1                         |
| 95471_at    | <i>Cdkn1c</i>    | 64.9   | 156.77  | 32.37   | 47.89  | 47.02  | -3.33 | cyclin-dependent kinase inhibitor 1C (P57)               |
| 113847_at   | <i>Cdh4</i>      | 828.5  | 2713.76 | 605.02  | 969.66 | 801.73 | -3.38 | cadherin 4                                               |
| 93090_at    | <i>Fgfr2</i>     | 516.25 | 1845.63 | 485.64  | 583.41 | 529.62 | -3.48 | fibroblast growth factor receptor 2                      |
| 162941_at   | <i>Usp25</i>     | 57.37  | 219.2   | 48.15   | 81.6   | 62.7   | -3.50 | ubiquitin specific peptidase 25                          |
| 110399_at   | <i>Srbd1</i>     | 420.22 | 1355.63 | 391.75  | 326.69 | 379    | -3.58 | S1 RNA binding domain 1                                  |
| 97834_g_at  | <i>Pfkfb</i>     | 162.48 | 758.12  | 255.54  | 198.28 | 210.96 | -3.59 | phosphofructokinase, platelet                            |
| 108477_at   | <i>Chsy1</i>     | 96.96  | 403.25  | 113.58  | 121.71 | 112.07 | -3.60 | chondroitin sulfate synthase 1                           |
| 101502_at   | <i>Tgif1</i>     | 89.8   | 286.93  | 72.95   | 66.87  | 76.13  | -3.77 | TGFB-induced factor homeobox 1                           |
| 109421_at   | <i>Spag5</i>     | 490.33 | 1355.78 | 233.78  | 353.74 | 359.75 | -3.77 | sperm associated antigen 5                               |
| 107519_at   | <i>Dock10</i>    | 191.39 | 597.61  | 157.87  | 127.83 | 157.23 | -3.80 | dedicator of cytokinesis 10                              |
| 97168_at    | <i>P2ry1</i>     | 206.57 | 1170.78 | 281.14  | 431.48 | 306.2  | -3.82 | purinergic receptor P2Y, G-protein coupled 1             |
| 111542_at   | <i>Vps8</i>      | 765.79 | 2906.17 | 541.39  | 865.67 | 725.63 | -4.01 | vacuolar protein sorting 8 homolog (S. cerevisiae)       |
| 108806_r_at | <i>Arl4a</i>     | 34.64  | 141.92  | 36.78   | 33.77  | 35.04  | -4.05 | ADP-ribosylation factor-like 4A                          |
| 113680_at   | <i>Secisbp2l</i> | 380.41 | 1525.68 | 361.05  | 371.09 | 371.55 | -4.11 | SECIS binding protein 2-like                             |
| 111137_at   | <i>Abcc4</i>     | 163.75 | 838.26  | 284.94  | 150.4  | 199.41 | -4.20 | ATP-binding cassette, sub-family C (CFTR/MRP), member 4  |
| 102726_at   | <i>Tac1</i>      | 65.46  | 257.63  | 64.52   | 49     | 59.48  | -4.33 | tachykinin 1                                             |
| 99535_at    | <i>Ccrn4l</i>    | 431.96 | 2964.63 | 1010.97 | 526.87 | 656.14 | -4.52 | CCR4 carbon catabolite repression 4-like (S. cerevisiae) |
| 93316_at    | <i>Osbpl1a</i>   | 235.23 | 957.5   | 271.17  | 128.17 | 211.37 | -4.53 | oxysterol binding protein-like 1A                        |
| 161436_s_at | <i>Adarb1</i>    | 257.37 | 1100.41 | 216.38  | 225.41 | 232.5  | -4.73 | adenosine deaminase, RNA-specific, B1                    |
| 104018_at   | <i>Lct</i>       | 196.98 | 1923.57 | 435.02  | 569.28 | 400.9  | -4.80 | lactase                                                  |
| 97504_at    | <i>Ccnd2</i>     | 147.27 | 852.57  | 74.73   | 310.44 | 176.36 | -4.83 | cyclin D2                                                |
| 110457_at   | <i>Hlf</i>       | 109.82 | 379.38  | 42.31   | 75.08  | 75.81  | -5.00 | hepatic leukemia factor                                  |
| 95608_at    | <i>Ctsb</i>      | 30.82  | 199.43  | 65.76   | 21.34  | 39.46  | -5.05 | cathepsin B                                              |

|             |                      |        |         |         |         |         |       |                                                                         |
|-------------|----------------------|--------|---------|---------|---------|---------|-------|-------------------------------------------------------------------------|
| 135177_at   | <i>Il13ra1</i>       | 147.59 | 883     | 92.87   | 259.84  | 166.84  | -5.29 | interleukin 13 receptor, alpha 1                                        |
| 163980_at   | <i>Zfp185</i>        | 67.67  | 669.66  | 178.68  | 134.17  | 126.67  | -5.29 | zinc finger protein 185                                                 |
| 95052_at    | <i>Fam132a</i>       | 210.45 | 984.65  | 249.71  | 101.56  | 185.86  | -5.30 | family with sequence similarity 132, member A                           |
| 100084_at   | <i>Ezr</i>           | 273.67 | 1299.81 | 171.19  | 320.37  | 243.86  | -5.33 | ezrin                                                                   |
| 104412_at   | <i>Gnai1</i>         | 154.93 | 1080.19 | 346.37  | 106.89  | 202.54  | -5.33 | guanine nucleotide binding protein (G protein),<br>alpha inhibiting 1   |
| 116858_at   | <i>Gnptab</i>        | 241.73 | 1234.19 | 229.08  | 221.88  | 231.4   | -5.33 | N-acetylglucosamine-1-phosphate<br>transferase, alpha and beta subunits |
| 92848_at    | <i>Oat</i>           | 295.75 | 1753.26 | 608.13  | 79.17   | 327.59  | -5.35 | ornithine aminotransferase                                              |
| 167274_f_at | <i>Hspbp1</i>        | 22.31  | 603.62  | 185.25  | 93.07   | 106.83  | -5.65 | HSPA (heat shock 70kDa) binding protein,<br>cytoplasmic cochaperone 1   |
| 103736_at   | <i>Sash1</i>         | 84.34  | 566.6   | 152.55  | 58.51   | 99.67   | -5.68 | SAM and SH3 domain containing 1                                         |
| 94941_at    | <i>Eif2ak4</i>       | 105.71 | 634.47  | 138.49  | 89.05   | 110.21  | -5.76 | eukaryotic translation initiation factor 2 alpha<br>kinase 4            |
| 94633_at    | <i>Gcg</i>           | 254.57 | 8993.26 | 2543.42 | 1871.81 | 1553.35 | -5.79 | glucagon                                                                |
| 167130_r_at | <i>1810011O10Rik</i> | 141.64 | 721.38  | 114.84  | 100.58  | 120.33  | -5.99 | RIKEN cDNA 1810011O10 gene                                              |
| 135069_at   | <i>Bach2</i>         | 20.56  | 216.53  | 14.96   | 76.47   | 35.91   | -6.03 | BTB and CNC homology 2                                                  |
| 102373_at   | <i>Enpep</i>         | 90.34  | 757.04  | 178.1   | 101.71  | 123.65  | -6.12 | glutamyl aminopeptidase                                                 |
| 117246_at   | <i>Rpp25</i>         | 87.71  | 346.53  | 47.77   | 37.13   | 55.83   | -6.21 | ribonuclease P 25 subunit (human)                                       |
| 117310_at   | <i>Sox11</i>         | 163.7  | 1180.66 | 206.66  | 201.34  | 188.51  | -6.26 | SRY-box containing gene 11                                              |
| 162969_at   | <i>Edil3</i>         | 39.42  | 1365.87 | 404.84  | 178.09  | 207.34  | -6.59 | EGF-like repeats and discoidin I-like domains<br>3                      |
| 92539_at    | <i>S100a10</i>       | 592.13 | 4357.06 | 996.41  | 388.12  | 661.4   | -6.59 | S100 calcium binding protein A10 (calpactin)                            |
| 98508_s_at  | <i>Ppap2a</i>        | 141.11 | 1835.04 | 434.26  | 239.89  | 271.51  | -6.76 | phosphatidic acid phosphatase type 2A                                   |
| 166655_at   | <i>Pcdh7</i>         | 3.5    | 357.12  | 110.54  | 51.6    | 51.96   | -6.87 | Protocadherin 7                                                         |
| 107420_at   | <i>Basp1</i>         | 9.67   | 153.9   | 17.09   | 39.24   | 21.52   | -7.15 | brain abundant, membrane attached signal<br>protein 1                   |
| 108749_at   | <i>Tmcc3</i>         | 117.93 | 879.55  | 133.61  | 100.29  | 117.54  | -7.48 | transmembrane and coiled coil domains 3                                 |
| 113034_at   | <i>Glyat</i>         | 23.5   | 204.47  | 41.39   | 15.37   | 26.91   | -7.60 | glycine-N-acyltransferase                                               |
| 115206_at   | <i>Tbcel</i>         | 22.34  | 397.86  | 67.66   | 61.91   | 50.67   | -7.85 | tubulin folding cofactor E-like                                         |

|             |                 |        |         |        |        |        |        |                                                                     |
|-------------|-----------------|--------|---------|--------|--------|--------|--------|---------------------------------------------------------------------|
| 102957_at   | <i>Lcp2</i>     | 83.68  | 710.47  | 69.05  | 106.25 | 86.19  | -8.24  | lymphocyte cytosolic protein 2                                      |
| 163632_at   | <i>Rbfox1</i>   | 59.33  | 491.02  | 62.72  | 43.23  | 54.53  | -9.00  | RNA binding protein, fox-1 homolog (C. elegans) 1                   |
| 160083_at   | <i>Lpl</i>      | 186.08 | 1474.6  | 160.85 | 136.78 | 160.58 | -9.18  | lipoprotein lipase                                                  |
| 161132_at   | <i>Sce1</i>     | 11.32  | 316.25  | 68.01  | 17.64  | 30.47  | -10.38 | sciellin                                                            |
| 104647_at   | <i>Ptgs2</i>    | 15.32  | 195.77  | 26.11  | 11.41  | 18.23  | -10.74 | prostaglandin-endoperoxide synthase 2                               |
| 92283_s_at  | <i>Il4</i>      | 23.72  | 217.37  | 7.72   | 30.24  | 19.86  | -10.94 | interleukin 4                                                       |
| 165640_at   | <i>Prr5l</i>    | 90.54  | 969.2   | 66.24  | 82.09  | 81.07  | -11.96 | proline rich 5 like                                                 |
| 99366_at    | <i>Pq1c3</i>    | 164.07 | 2170.11 | 146.73 | 201.71 | 171.07 | -12.69 | PQ loop repeat containing                                           |
| 162171_f_at | <i>Fgfr2</i>    | 70.21  | 1035.33 | 34.31  | 92.4   | 66.58  | -15.55 | fibroblast growth factor receptor 2                                 |
| 103744_at   | <i>Sh3bgrl2</i> | 45.67  | 512.87  | 14.28  | 27.01  | 30.57  | -16.78 | SH3 domain binding glutamic acid-rich protein like 2                |
| 97825_at    | <i>Perp</i>     | 96.03  | 997.97  | 37.53  | 20.48  | 52.66  | -18.95 | PERP, TP53 apoptosis effector                                       |
| 103723_at   | <i>Il13ra1</i>  | 18.88  | 237.94  | -54.36 | 60.93  | 11.1   | -21.43 | interleukin 13 receptor, alpha 1                                    |
| 115390_at   | <i>Maf</i>      | 26.69  | 536.5   | 14.58  | 27.79  | 22.03  | -24.36 | avian musculoaponeurotic fibrosarcoma (v-maf) AS42 oncogene homolog |
| 95670_at    | <i>Stmn2</i>    | 45.02  | 1994.6  | 86.11  | 65.55  | 65.5   | -30.45 | stathmin-like 2                                                     |
| 92642_at    | <i>Car2</i>     | 84.97  | 2841.19 | 89.26  | 103.48 | 93     | -30.55 | carbonic anhydrase 2                                                |
| 103016_s_at | <i>Cd68</i>     | 51.68  | 2507.11 | 96.66  | 83.97  | 79.84  | -31.40 | CD68 antigen                                                        |

\*Probe names used in the murine genome U74 version 2 GeneChip array (Affymetrix).

\*\*Raw values of expression intensities measured by Affymetrix arrays.

\*\*\*Mean values of C4-LP, C4-HP, and Pr-LP.

\*\*\*\*Ratio of responder mean to Pr-HP.

# Supplementary material for: Microarray Analysis of Novel Candidate Genes Responsible for Glucose-Stimulated Insulin Secretion in Mouse Pancreatic β Cell Line MIN6
**Source:** PLoS One. 2013 Apr 3;8(4):e61211. doi: 10.1371/journal.pone.0061211
**Supplement:** Table S3 — Genes differentially expressed between Pr-LP and clone 4 MIN6 cells.

Table S3. Genes differentially expressed between Pr-LP and clone 4 MIN6 cells.

| Probe*      | Gene symbol | Pr-LP** | C4-LP** | C4-HP** | C4 mean*** | Fold change**** | Gene title                                                           |
|-------------|-------------|---------|---------|---------|------------|-----------------|----------------------------------------------------------------------|
| 94545_at    | Rtn1        | 72.63   | 948.92  | 490.22  | 719.57     | 9.91            | reticulon 1                                                          |
| 100050_at   | Id1         | 121.13  | 925.61  | 1200.93 | 1063.27    | 8.78            | inhibitor of DNA binding 1                                           |
| 166173_f_at | Lefty1      | 33.50   | 256.04  | 202.27  | 229.16     | 6.84            | left right determination factor 1                                    |
| 104932_at   | Slc2a13     | 39.01   | 329.76  | 176.51  | 253.13     | 6.49            | solute carrier family 2 (facilitated glucose transporter), member 13 |
| 94633_at    | Gcg         | 50.58   | 345.58  | 274.70  | 310.14     | 6.13            | glucagon                                                             |
| 111578_at   | Tmem47      | 30.63   | 132.85  | 165.86  | 149.36     | 4.88            | transmembrane protein 47                                             |
| 107884_at   | Ttyh1       | 196.59  | 1277.38 | 638.86  | 958.12     | 4.87            | tweety homolog 1 (Drosophila)                                        |
| 163581_at   | Dclk1       | 25.95   | 154.78  | 95.04   | 124.91     | 4.81            | doublecortin-like kinase 1                                           |
| 112322_at   | Al662270    | 151.39  | 608.49  | 830.30  | 719.40     | 4.75            | expressed sequence Al662270                                          |
| 164118_at   | Foxp2       | 20.84   | 93.55   | 104.47  | 99.01      | 4.75            | forkhead box P2                                                      |
| 113970_at   | Emilin1     | 203.05  | 1197.59 | 572.08  | 884.84     | 4.36            | elastin microfibril interfacier 1                                    |
| 162969_at   | Edil3       | 67.97   | 370.67  | 193.81  | 282.24     | 4.15            | EGF-like repeats and discoidin I-like domains 3                      |
| 101059_at   | Ndn         | 171.00  | 734.05  | 585.14  | 659.59     | 3.86            | necdin                                                               |
| 135813_at   | Tram1l1     | 41.51   | 192.83  | 126.83  | 159.83     | 3.85            | translocation associated membrane protein 1-like 1                   |
| 168147_s_at | Dclk1       | 31.47   | 122.09  | 104.12  | 113.10     | 3.59            | doublecortin-like kinase 1                                           |
| 160190_at   | Syt4        | 56.87   | 242.70  | 153.53  | 198.11     | 3.48            | synaptotagmin IV                                                     |
| 162573_at   | Tmem59l     | 576.19  | 2323.68 | 1648.84 | 1986.26    | 3.45            | transmembrane protein 59-like                                        |
| 165975_at   | Stox2       | 38.43   | 155.60  | 105.58  | 130.59     | 3.40            | storkhead box 2                                                      |
| 97442_at    | Slc39a8     | 119.67  | 357.35  | 455.49  | 406.42     | 3.40            | solute carrier family 39 (metal ion transporter), member 8           |
| 134688_at   | Foxp2       | 26.00   | 71.47   | 100.14  | 85.80      | 3.30            | forkhead box P2                                                      |
| 102414_i_at | Dnajc3      | 192.98  | 772.21  | 490.03  | 631.12     | 3.27            | DnaJ (Hsp40) homolog, subfamily C, member 3                          |
| 110314_at   | Sdf2l1      | 617.56  | 2494.89 | 1482.99 | 1988.94    | 3.22            | stromal cell-derived factor 2-like 1                                 |
| 107774_at   | Tmem47      | 34.68   | 101.24  | 121.58  | 111.41     | 3.21            | transmembrane protein 47                                             |
| 116425_at   | Ntrk2       | 468.88  | 1748.59 | 1234.76 | 1491.67    | 3.18            | neurotrophic tyrosine kinase, receptor, type 2                       |
| 167783_f_at | Ubr4        | 692.71  | 2893.62 | 1459.36 | 2176.49    | 3.14            | ubiquitin protein ligase E3 component n-recognin 4                   |
| 92293_at    | Nrcam       | 104.88  | 333.37  | 319.92  | 326.64     | 3.11            | neuron-glia-CAM-related cell adhesion molecule                       |
| 92248_at    | Nr4a2       | 81.97   | 273.10  | 232.84  | 252.97     | 3.09            | nuclear receptor subfamily 4, group A, member 2                      |
| 94811_s_at  | Ndn         | 320.95  | 1101.08 | 869.71  | 985.39     | 3.07            | necdin                                                               |
| 131107_at   | Epb4.1l5    | 189.28  | 53.59   | 71.03   | 62.31      | -3.04           | erythrocyte protein band 4.1-like 5                                  |
| 139223_at   | Rab37       | 376.97  | 127.11  | 120.80  | 123.96     | -3.04           | RAB37, member of RAS oncogene family                                 |
| 94350_f_at  | Nqo1        | 135.62  | 42.22   | 44.99   | 43.60      | -3.11           | NAD(P)H dehydrogenase, quinone 1                                     |

|             |          |         |        |        |        |       |                                                         |
|-------------|----------|---------|--------|--------|--------|-------|---------------------------------------------------------|
| 139035_at   | Tfrc     | 568.88  | 205.67 | 158.10 | 181.88 | -3.13 | transferrin receptor                                    |
| 113020_at   | Atrnl1   | 200.03  | 67.72  | 58.17  | 62.94  | -3.18 | attractin like 1                                        |
| 94354_at    | Abca1    | 495.44  | 163.71 | 139.02 | 151.37 | -3.27 | ATP-binding cassette, sub-family A (ABC1), member 1     |
| 109006_at   | Epb4.1l5 | 375.13  | 92.22  | 134.32 | 113.27 | -3.31 | erythrocyte protein band 4.1-like 5                     |
| 163127_at   | Fam126a  | 263.21  | 80.40  | 77.55  | 78.97  | -3.33 | family with sequence similarity 126, member A           |
| 99972_at    | Tph1     | 184.80  | 54.99  | 49.38  | 52.18  | -3.54 | tryptophan hydroxylase 1                                |
| 96047_at    | Rbp4     | 246.98  | 77.37  | 61.60  | 69.48  | -3.55 | retinol binding protein 4, plasma                       |
| 167776_i_at | Syde2    | 253.76  | 64.68  | 77.50  | 71.09  | -3.57 | synapse defective 1, Rho GTPase, homolog 2 (C. elegans) |
| 101441_i_at | Itpr2    | 175.48  | 55.74  | 39.85  | 47.79  | -3.67 | inositol 1,4,5-triphosphate receptor 2                  |
| 92550_at    | Krt19    | 223.38  | 57.58  | 56.42  | 57.00  | -3.92 | keratin 19                                              |
| 107952_i_at | Mreg     | 547.88  | 135.06 | 140.26 | 137.66 | -3.98 | melanoregulin                                           |
| 115070_at   | Aqp4     | 281.71  | 78.77  | 48.01  | 63.39  | -4.44 | aquaporin 4                                             |
| 94351_r_at  | Nqo1     | 301.93  | 50.05  | 71.81  | 60.93  | -4.96 | NAD(P)H dehydrogenase, quinone 1                        |
| 103061_at   | Gad1     | 231.41  | 46.07  | 45.56  | 45.82  | -5.05 | glutamate decarboxylase 1                               |
| 169259_f_at | Six1     | 268.98  | 43.94  | 53.30  | 48.62  | -5.53 | sine oculis-related homeobox 1 homolog (Drosophila)     |
| 160702_at   | Esrp1    | 251.49  | 43.15  | 45.42  | 44.28  | -5.68 | epithelial splicing regulatory protein 1                |
| 95661_at    | Cd9      | 465.14  | 68.08  | 72.39  | 70.23  | -6.62 | CD9 antigen                                             |
| 100913_at   | Fam151a  | 1224.59 | 149.12 | 150.60 | 149.86 | -8.17 | family with sequence similarity 151, member A           |
| 165471_f_at | Arhgap36 | 122.75  | 15.67  | 11.94  | 13.80  | -8.89 | Rho GTPase activating protein 36                        |

---

\*Probe names used in the murine genome U74 version 2 GeneChip array (Affymetrix).

\*\*Raw values of expression intensities measured by Affymetrix arrays.

\*\*\*Mean values of C4-LP and C4-HP.

\*\*\*\*Ratio of C4 mean to Pr-LP.

# Supplementary material for: Microarray Analysis of Novel Candidate Genes Responsible for Glucose-Stimulated Insulin Secretion in Mouse Pancreatic β Cell Line MIN6
**Source:** PLoS One. 2013 Apr 3;8(4):e61211. doi: 10.1371/journal.pone.0061211
**Supplement:** Table S4 — Genes differentially expressed between Pr-LP and C4-LP MIN6 cells.

Table S4. Genes differentially expressed between Pr-LP and C4-LP MIN6 cells.

\*Probe names used in the murine genome U74 version 2 GeneChip array (Affymetrix).

\*\*Raw values of expression intensities measured by Affymetrix arrays.

\*\*\*Ratio of C4-LP to Pr-LP.

# Supplementary material for: Microarray Analysis of Novel Candidate Genes Responsible for Glucose-Stimulated Insulin Secretion in Mouse Pancreatic β Cell Line MIN6
**Source:** PLoS One. 2013 Apr 3;8(4):e61211. doi: 10.1371/journal.pone.0061211
**Supplement:** Table S5 — Genes differentially expressed between C4-LP and C4-HP MIN6 cells.

Table S5. Genes differentially expressed between C4-LP and C4-HP MIN6 cells.

| Probe*      | Gene symbol                  | C4-LP** | C4-HP** | Fold change*** | Gene title                                                   |
|-------------|------------------------------|---------|---------|----------------|--------------------------------------------------------------|
| 163627_f_at | Cthrc1                       | 411.65  | 12.65   | 32.54          | collagen triple helix repeat containing 1                    |
| 166127_f_at | Gabrg2                       | 217.88  | 11.74   | 18.55          | gamma-aminobutyric acid (GABA) A receptor, subunit gamma 2   |
| 101676_at   | Gpx3                         | 3890.37 | 276.35  | 14.08          | glutathione peroxidase 3                                     |
| 109336_at   | C1qtnf1                      | 701.27  | 85.61   | 8.19           | C1q and tumor necrosis factor related protein 1              |
| 97519_at    | Spp1                         | 798.10  | 109.59  | 7.28           | secreted phosphoprotein 1                                    |
| 130122_f_at | Irxi1                        | 142.46  | 22.82   | 6.24           | Iroquois related homeobox 1 (Drosophila)                     |
| 166874_r_at | Illdr2                       | 776.00  | 129.91  | 5.97           | immunoglobulin-like domain containing receptor 2             |
| 96605_at    | Tmem176a                     | 1254.20 | 251.36  | 4.99           | transmembrane protein 176A                                   |
| 107622_at   | Cdh13                        | 508.70  | 103.69  | 4.91           | cadherin 13                                                  |
| 99065_at    | Csn3                         | 847.02  | 175.98  | 4.81           | casein kappa                                                 |
| 165782_at   | Ptprz1                       | 275.35  | 57.91   | 4.75           | protein tyrosine phosphatase, receptor type Z, polypeptide 1 |
| 112876_at   | Diras2                       | 575.88  | 122.20  | 4.71           | DIRAS family, GTP-binding RAS-like 2                         |
| 163646_at   | Jam2                         | 140.39  | 30.22   | 4.65           | junction adhesion molecule 2                                 |
| 136702_at   | C030034E14Rik                | 1789.56 | 386.66  | 4.63           | RIKEN cDNA C030034E14 gene                                   |
| 93285_at    | Dusp6                        | 1113.37 | 246.64  | 4.51           | dual specificity phosphatase 6                               |
| 109403_at   | Cd44                         | 420.53  | 95.39   | 4.41           | CD44 antigen                                                 |
| 105224_at   | Wipi1                        | 1911.93 | 448.47  | 4.26           | WD repeat domain, phosphoinositide interacting 1             |
| 116952_at   | Pak3                         | 209.31  | 49.96   | 4.19           | p21 protein (Cdc42/Rac)-activated kinase 3                   |
| 128577_s_at | Cbln2                        | 369.77  | 89.07   | 4.15           | cerebellin 2 precursor protein                               |
| 135902_at   | Zcchc12                      | 335.39  | 81.06   | 4.14           | zinc finger, CCHC domain containing 12                       |
| 98133_at    | Calb1                        | 225.63  | 55.47   | 4.07           | calbindin 1                                                  |
| 92378_at    | Ptprz1                       | 772.06  | 194.89  | 3.96           | protein tyrosine phosphatase, receptor type Z, polypeptide 1 |
| 114697_at   | Cd44                         | 350.78  | 88.62   | 3.96           | CD44 antigen                                                 |
| 106061_at   | Mmd2                         | 1071.56 | 271.30  | 3.95           | monocyte to macrophage differentiation-associated 2          |
| 161980_f_at | Bag3                         | 394.03  | 100.69  | 3.91           | BCL2-associated athanogene 3                                 |
| 115859_at   | Ldlrad3                      | 484.89  | 124.96  | 3.88           | low density lipoprotein receptor class A domain containing 3 |
| 102815_at   | Anxa11 /// Gm2260 /// Gm2274 | 398.20  | 102.68  | 3.88           | annexin A11 /// predicted gene 2260 /// predicted gene 2274  |
| 103394_at   | Fxyd5                        | 494.79  | 130.10  | 3.80           | FXYP domain-containing ion transport regulator 5             |
| 113651_at   | Pir                          | 467.14  | 124.28  | 3.76           | pirin                                                        |
| 105871_at   | Dusp4                        | 971.14  | 260.97  | 3.72           | dual specificity phosphatase 4                               |
| 100771_at   | Blnk                         | 4592.18 | 1259.58 | 3.65           | B cell linker                                                |
| 106198_at   | Vash2                        | 326.52  | 91.45   | 3.57           | vasohibin 2                                                  |
| 163013_at   | Shisa2                       | 177.08  | 50.01   | 3.54           | shisa homolog 2 (Xenopus laevis)                             |
| 92210_at    | Angpt2                       | 197.37  | 56.06   | 3.52           | angiopoietin 2                                               |
| 94432_at    | St6gal1                      | 301.63  | 86.41   | 3.49           | beta galactoside alpha 2,6 sialyltransferase 1               |
| 113335_at   | Fam46a                       | 2385.95 | 695.04  | 3.43           | family with sequence similarity 46, member A                 |
| 99045_at    | Eno2                         | 999.41  | 296.00  | 3.38           | enolase 2, gamma neuronal                                    |

|             |                       |         |         |        |                                                                           |
|-------------|-----------------------|---------|---------|--------|---------------------------------------------------------------------------|
| 101963_at   | Ctsl                  | 3560.96 | 1062.56 | 3.35   | cathepsin L                                                               |
| 92665_f_at  | 3830403N18Rik /// Xlr | 315.13  | 96.23   | 3.27   | RIKEN cDNA 3830403N18 gene /// X-linked lymphocyte-regulated complex      |
| 163574_at   | Slc4a10               | 981.36  | 304.18  | 3.23   | solute carrier family 4, sodium bicarbonate cotransporter-like, member 10 |
| 99504_at    | St8sia3               | 514.73  | 160.48  | 3.21   | ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 3              |
| 92880_at    | Mfge8                 | 4438.05 | 1399.68 | 3.17   | milk fat globule-EGF factor 8 protein                                     |
| 102805_at   | Ceacam1               | 728.88  | 230.13  | 3.17   | carcinoembryonic antigen-related cell adhesion molecule 1                 |
| 103676_at   | C1qtnf1               | 390.69  | 124.62  | 3.13   | C1q and tumor necrosis factor related protein 1                           |
| 96336_at    | Gatm                  | 1210.02 | 387.64  | 3.12   | glycine amidinotransferase (L-arginine:glycine amidinotransferase)        |
| 100477_at   | Tmem45a               | 718.30  | 230.26  | 3.12   | transmembrane protein 45a                                                 |
| 101571_g_at | Igfbp4                | 715.41  | 229.56  | 3.12   | insulin-like growth factor binding protein 4                              |
| 93497_at    | C3 /// LOC100048759   | 344.62  | 110.72  | 3.11   | complement component 3 /// complement C3-like                             |
| 164014_at   | Fam114a1              | 318.38  | 103.49  | 3.08   | family with sequence similarity 114, member A1                            |
| 116114_at   | Wipi1                 | 714.47  | 232.85  | 3.07   | WD repeat domain, phosphoinositide interacting 1                          |
| 160185_at   | Tagln3                | 564.92  | 185.27  | 3.05   | transgelin 3                                                              |
| 100772_g_at | Blnk                  | 1453.77 | 477.65  | 3.04   | B cell linker                                                             |
| 100690_at   | Th                    | 2180.97 | 719.15  | 3.03   | tyrosine hydroxylase                                                      |
| 161026_s_at | Sytl4                 | 426.81  | 1315.31 | -3.08  | synaptotagmin-like 4                                                      |
| 99833_at    | Capn9                 | 146.13  | 451.92  | -3.09  | calpain 9                                                                 |
| 167874_at   | Pabpc1l               | 128.04  | 399.07  | -3.12  | poly(A) binding protein, cytoplasmic 1-like                               |
| 114557_at   | Phf16                 | 69.88   | 218.57  | -3.13  | PHD finger protein 16                                                     |
| 166517_f_at | Alcam                 | 80.17   | 255.85  | -3.19  | activated leukocyte cell adhesion molecule                                |
| 93403_at    | Atp2a3                | 223.17  | 712.91  | -3.19  | ATPase, Ca++ transporting, ubiquitous                                     |
| 102926_at   | Gfra3                 | 372.20  | 1192.32 | -3.20  | glial cell line derived neurotrophic factor family receptor alpha 3       |
| 96203_at    | Calml4                | 157.11  | 504.49  | -3.21  | calmodulin-like 4                                                         |
| 103714_at   | lyd                   | 73.89   | 243.59  | -3.30  | iodotyrosine deiodinase                                                   |
| 110056_at   | Acvr1c                | 35.75   | 120.58  | -3.37  | activin A receptor, type IC                                               |
| 160934_s_at | Sgip1                 | 2093.62 | 7387.79 | -3.53  | SH3-domain GRB2-like (endophilin) interacting protein 1                   |
| 165910_f_at | Upk3a                 | 317.49  | 1129.35 | -3.56  | uroplakin 3A                                                              |
| 103357_at   | Slc2a2                | 463.81  | 1754.45 | -3.78  | solute carrier family 2 (facilitated glucose transporter), member 2       |
| 162973_at   | Nefl                  | 430.84  | 1637.48 | -3.80  | neurofilament, light polypeptide                                          |
| 168250_f_at | Gm5465                | 160.60  | 636.80  | -3.97  | predicted gene 5465                                                       |
| 102348_at   | Gm4354                | 99.96   | 469.96  | -4.70  | predicted gene 4354                                                       |
| 167905_f_at | Flrt3                 | 79.45   | 415.63  | -5.23  | fibronectin leucine rich transmembrane protein 3                          |
| 160074_at   | Ddc                   | 150.45  | 988.24  | -6.57  | dopa decarboxylase                                                        |
| 115520_at   | Trim12c /// Trim5     | 52.66   | 584.21  | -11.09 | tripartite motif-containing 12C /// tripartite motif-containing 5         |

\*Probe names used in the murine genome U74 version 2 GeneChip array (Affymetrix).

\*\*Raw values of expression intensities measured by Affymetrix arrays.

\*\*\*Ratio of C4-LP to C4-HP.

How the deposited data were processed for this re-analysis (not part of the article)

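Total RNA of 4 MIN6 populations (Pr-LP, Pr-HP, C4-LP and C4-HP) was labelled with biotin and hybridised to the Affymetrix murine genome U74 version 2 chips A, B and C. The deposited files hold 1 intensity for each probe set and array, 12 arrays in all, with 12488, 12477 and 11934 probe sets on chips A, B and C. The values are on a linear scale and none is below 0. The distributions of the 4 arrays of a chip are nearly identical, as after a normalization between arrays. The method behind this and the method that summarised the probes are not given in the sources used here, which name the GeneChip 5.1 software. The 2%-trimmed means of the 4 arrays of a chip lay within 5% of each other, the limit set for using the values unscaled.

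All 21 entries of Table 3 equal the deposited values within 0.06 units, and all 50, 154 and 72 entries of Tables S3, S4 and S5 within 0.02. None of the 132 entries of Table S2 does. Probe sets were named from the annotation of the array platform, and 18 probe sets without a name there were named from the paper's supplement. Of the 36701 probe sets that are not controls, 29131 had 1 symbol, 724 several and 6846 none, which makes 15964 genes. Of the symbols, 29044 were found in the reference annotation and 0 had to be updated. Mafa has no probe set here. The genes of Tables 1 and 2 were matched through the probe names of Table S2, for 40 of 40 and 41 of 41 genes, and those of Table 3 by their values.

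The populations were grouped as in the article, with Pr-LP, C4-LP and C4-HP as responder cells and Pr-HP as non-responder cells. Folds are ratios of the arithmetic mean of the responder cells and Pr-HP on the linear scale, after values under 1.0 were set to 1.0. The higher side had to reach 100 units, a minimum chosen because the higher values in Tables 1, 2 and S2 of the article start just above it, while 2 probe sets of Table S3 lie below it. The thresholds of 5-fold and 3-fold are the article's. A fold against a mean under the 20th percentile of its chip is printed as at least the fold over that percentile, except in the comparison with the paper's values. The same fold rule was applied between clone 4 cells and Pr-LP, between C4-LP and Pr-LP and between C4-LP and C4-HP, and between each population and the mean of the others.

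The responder cells were compared with Pr-HP in limma 3.58.1 under R 4.3.3 (lmFit and eBayes), fitted within each chip on log2 values after values under the chip's 20th percentile were raised to it. A probe set entered if at least 1 array exceeded the chip's 40th percentile, which kept 23340. The Benjamini-Hochberg adjustment covered the 3 chips together, and the threshold was an adjusted p of 0.05. The fit leaves 2 residual degrees of freedom, and the variance was pooled over probe sets with between 1.93 and 2.47 prior degrees of freedom. Of the tested probe sets 17 had all 3 responder values raised to the floor, 6 of the calls among them; their spread is then 0 and their p-values rest on the pooled variance alone, and 3 of these calls were kept with the floor at 1.0 unit. The 3 responder populations are not replicates of 1 condition, so their spread includes differences between populations, and Pr-HP is a single array for each chip. Anything particular to that culture or its arrays cannot be separated from the loss of GSIS. The fit was tested on simulated data with the same design and 200 changed probe sets, in which it recovered 3 of 50 changed 2-fold, 37 of 50 changed 4-fold, 45 of 50 changed 8-fold and 45 of 50 changed 16-fold, with 2 false calls. The spread of the simulated variances was set anew after a first simulation had been seen, since it was narrower than the spread fitted in the real arrays. The recovery describes the simulated data alone. Of large folds in the real arrays, those of Dlk1 (31.9), Cd24a (21.15), Hepacam2 (17.3) and Nnat (14.2) were not called, while those of Plagl1 (14.8), Sparcl1 (13.0) and Car2 (12.7) were.

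For 21 gene lists the number of measured genes, the calls over all probe sets and adjusted over the list alone, and the median log2 difference were computed, with the percentile of the median among 10000 random lists of like expression. A gene with several probe sets was represented by the one with the highest mean. A list member counts as within 2-fold when its log2 difference is under 1 in size. Imprinted genes past a fold threshold were counted and set against 10000 random lists matched on expression and the number of probe sets, which describes these arrays and gives no p-value.

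Named in the text are the genes that the article names and those of Tables 1 to 3, whose values in the article were known beforehand. Also named are the limma calls outside these tables with the largest differences and the members of the lists that limma calls. Genes for the comparisons among responder cells come from 5 with large ratios in each direction. These 5 leave out some larger ratios, as of Cd9 between clone 4 and Pr-LP and of Trim12c between C4-LP and C4-HP. Further members of the lists, Crybb3 and the examples of probe sets past 3-fold or 5-fold were chosen after their values were seen. The alternatives tried were quantile normalization, equal medians, other floors and level minimums, no filter on dim probe sets, limma with trend and robust options, adjustment within each chip, plain _at probe sets only, the mean of a gene's probe sets, the geometric mean of the responder cells, each responder population past the threshold, and each responder population left out. Keeping the control probe sets and a fit with the cell population (parental or clone 4) as a block were added after the values were seen. The values of the quantitative RT-PCR, the secretion assays and the methylation analysis were not analysed here. Scripts were run in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.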

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

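The tests of explanations in this part were all chosen after the results they bear on were seen, and several were defined anew after a first value was seen. Probe sets past 5-fold that the paper's Table S2 does not list numbered 12 of 36 on the responder side, Ttr, Kdelr3 and Gpx3 among them, and 17 of 35 on the Pr-HP side, Crybb3, Sparcl1 and Fbp1 among them. Crybb3 was 26.65-fold higher in Pr-HP and is in none of the tables of responder and non-responder genes.

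With passage, 12 probe sets changed their level more than 3-fold in both the parental and the clone 4 cells but in opposite directions, which was not tested since each value is a single array. Ctsl, a lysosomal protease, was at 1051 in Pr-LP and 3223 in Pr-HP but at 3561 in C4-LP and 1063 in C4-HP, and Wipi1, an autophagy protein, at 424 and 1778 but at 1912 and 448.5. Ddc was at 4387 and 1333 but at 150.4 and 988.

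The genes above 5-fold between Pr-HP and the responder cells include Cd68 and Lcp2, known from leukocytes, and Gcg, which leaves open whether Pr-HP held other cells. Lcp2 is past 5-fold by the ratio of the deposited values alone, and against the floor it is at least 3.07-fold higher. For the lists of cell markers that follow, log2 differences are Pr-HP minus the responder mean. Macrophages or other leukocytes among the Pr-HP cells are argued against by a median log2 difference of 0 over 26 leukocyte markers (quartiles -0.04 and 0.06), with Ptprc at 19.7 and Lyz2 at 29.4 in Pr-HP, both under the floor. Fibroblasts or other mesenchymal cells are argued against by a median of 0 over 31 markers (quartiles -0.04 and 0.06), with Col1a1 at 671 in Pr-HP and 615 in the responder cells and Vim at 127.7 and 111.9, and a higher share of alpha, delta or PP cells by a median of -0.0745 over 14 markers (quartiles -0.22 and 0.08), Sst being at 206.4 and 202.9. Noise of single arrays was left open by a first test, in which 44 probe sets of 22 of these genes on other chips had a median log2 difference of 0.47 in the same direction (quartiles 0.16 and 1.22). A second test, added after the first was seen to be undecided, argues against noise as the cause of the whole set, since of 21 genes with probe sets on other chips that are not themselves past 5-fold 19 differed in the same direction (exact 95% interval of the share 69.6% to 98.8%). It does not cover genes without such a probe set, and noise stays open for single genes, Gpx3 and Mmd2 going the other way. What sets Pr-HP apart, be it the loss of GSIS, its passage or its single culture, cannot be told apart with 1 array for each chip.

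Between Pr-LP and Pr-HP, 276 probe sets differed more than 3-fold, 163 of them higher and 113 lower in Pr-HP. A passage effect alike in both cell populations is argued against by the same probe sets in C4-HP against C4-LP, whose median log2 difference in the same direction was -0.11 (quartiles -0.61 and 0.12), with 16 more than 2-fold the same way and 33 the other way. An effect of passage in the parental cells alone stays open as untested.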

How the results depend on the processing

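Each count of probe sets past a fold threshold stayed within 1.5 times its value under quantile normalization, equal medians and a level minimum of 200 units or none, and with the control probe sets kept, an alternative chosen after seeing the data (36 responder and 38 Pr-HP probe sets past 5-fold). Requiring every responder population to be past the threshold left 10 responder probe sets past 5-fold, 26 past 3-fold and 64 Pr-HP probe sets past 3-fold; this follows from the stricter rule. The counts of limma calls (4 higher in the responder cells and 15 in Pr-HP) became 6 and 26 with a floor at 1.0 unit, 0 and 0 with a floor at the 40th percentile (2511 probe sets at an unadjusted p under 0.05), 7 and 101 with no filter on dim probe sets, of which 9 were shared, 4 and 9 with the trend and robust options, 4 and 31 with the adjustment within each chip, and 1 and 10 with plain _at probe sets only; the cause was not tested. With 1 responder population left out they ranged from 0 to 2 and from 0 to 1. The median log2 difference of the cell cycle list turned from -0.0835 to 0.0313 without C4-LP, with a range of -0.175 to 0.0313 over the populations left out, and that of the unfolded protein response from 0.0571 to -0.165, with a range of -0.165 to 0.2065; the cause was not tested. Of 189 results for genes and lists tried under it, 184 kept their direction and their side of the threshold under quantile normalization and all 189 under equal medians, against 178 with the floor at 1.0 unit and 167, 171 and 169 without Pr-LP, C4-LP and C4-HP. Taking the mean of a gene's probe sets, without a test for single genes, moved 92 of 180, 3 of them in direction. No paired analysis was possible because the arrays carry no replicate numbers. A fit with the cell population (parental or clone 4) as a block, chosen after seeing the data, leaves 1 residual degree of freedom and made 0 and 0 calls. Signal over background limits the folds of dim genes, which are given as lower bounds except in the counts and in the comparison with the paper's values.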

Differences from the paper's values

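The folds here are ratios of the deposited values as used for the counts, also where a side lies under the 20th percentile of its chip, and for Rpgr, Pparg, Akr1c14, Fgfr2 and Ptgs2 all 4 values lie under it, so that the ratio is not a measured fold. Where the paper prints a fold as a lower limit it is given as more than that value. Table 1 of the paper gives 876.5 for Tmem59l against 12.1 here, more than 750.0 for Mlxipl against 7.48 here, 261.6 for Scgn against 5.3 here, more than 107.7 for Tmed6 against 4.68 here, 40.5 for Plagl1 against 14.8 here, 37.6 for Hepacam2 against 17.3 here and 22.2 for Rps6kb1 against 1.06 here. The same table gives 20.1 for Syt7 against 1.16 here, 19.4 for Slc29a4 against 6.02 here, 16.4 for Rpgr against 2.41 here, 15.0 for Glul against 3.05 here, 13.9 for 1700019D03Rik against 3.29 here, 13.6 for Gm2115 against 5.8 here and 10.0 for Ly6e against 4.41 here. For other responder genes the paper gives 9.1 for 3830403N18Rik against 5.66 here, 8.2 for Cd200 against 2.38 here, 7.2 for Amdhd2 against 2.52 here, 7.0 for Cplx2 against 2.12 here, 6.9 for Tmod2 against 2.97 here, 6.7 for Ppp1r3d against 3.8 here and 6.6 for Pparg against 1.65 here. Further values of the paper's Table 1 are 6.2 for Unc80 against 3.4 here, 6.1 for Akr1c14 against 1.13 here, 5.9 for A830039N20Rik against 1.7 here, 5.8 for Mirg against 1.73 here, 5.7 for Fgf12 against 3.39 here and 5.6 for Slc44a1 against 3.61 here.

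Table 2 of the paper gives 31.4 for Cd68 against 9.19 here, 30.6 for Car2 against 12.7 here, 30.5 for Stmn2 against 10.8 here, 24.4 for Maf against 11.5 here, 21.4 for Il13ra1 against 2.58 here, 19.0 for Perp against 5.76 here and 16.8 for Sh3bgrl2 against 3.71 here. The paper's Table 2 also gives 15.6 for Fgfr2 against 2.75 here, 12.0 for Prr5l against 5.91 here, 10.7 for Ptgs2 against 2.84 here, 9.2 for Lpl against 4.33 here, 9.0 for Rbfox1 against 5.1 here, 7.9 for Tbcel against 4.13 here and 7.6 for Glyat against 2.14 here. For other Pr-HP genes the paper gives 7.2 for Basp1 against 2.2 here, 6.9 for Pcdh7 against 2.81 here, 6.3 for Sox11 against 3.15 here, 6.2 for Rpp25 against 3.04 here, 6.1 for Enpep against 9.34 here, 6.0 for Bach2 against 2.23 here and 5.8 for Gcg against 10 here. Further values of the paper's Table 2 are 5.8 for Eif2ak4 against 2.6 here, 5.7 for Sash1 against 2.03 here, 5.7 for Hspbp1 against 2.72 here, 5.4 for Oat against 3.47 here, 5.3 for Ezr against 3.23 here, 5.3 for Zfp185 against 3.43 here and 5.1 for Ctsb against 2.38 here.

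Table S2 of the paper gives 11.69 for Syt7 138946_at against 3.16 here, 10.68 for Plagl1 92501_s_at against 3.07 here, 10.62 for Meg3 164148_at against 1.76 here, 9.89 for Dlk1 169192_i_at against 1.45 here, 4.98 for Nr2f2 103052_r_at against 2.09 here, 4.98 for Usp18 95024_at against 2.71 here and 4.68 for Epb4.1l4b 96143_at against 1.35 here. The supplement of the paper also gives 4.65 for Wnt4 103238_at against 1.79 here, 4.65 for Phactr1 106933_at against 2.42 here, 4.51 for Uaca 163880_at against 2.65 here, 4.28 for Ino80d 110653_at against 1.26 here, 4.2 for Phactr1 106549_at against 1.92 here, 4.13 for Iqgap2 162923_at against 2.23 here and 3.87 for Pvrl2 164850_f_at against 0.963 here. For other probe sets of Table S2 the paper gives 3.6 for Eef1a2 94429_at against 6.99 here, 3.09 for D930026N18Rik 137133_s_at against 2.05 here, 3.33 for Cdkn1c 95471_at against 1.3 here, 3.5 for Usp25 162941_at against 1.5 here, 3.77 for Tgif1 101502_at against 2.26 here, 3.8 for Dock10 107519_at against 2.06 here and 4.05 for Arl4a 108806_r_at against 1.29 here. The last of these values in the paper are 4.83 for Ccnd2 97504_at against 2.39 here. For Kcnq1 the paper gives 2.2 without naming a probe set, against 1.03 here with 161796_r_at and 1.52 with 99322_at, the latter within 1.5 times the paper's value.

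Of the alternatives set before the data were examined, leaving out C4-LP brings Ppp1r3d, Oat, Zfp185, Uaca and D930026N18Rik within the limits of the paper's value. Leaving out C4-HP does so for 3830403N18Rik, Slc44a1, Enpep, Ezr and D930026N18Rik, and leaving out Pr-LP for Enpep, Gcg and Ezr. The floor at the 20th percentile does so for Enpep and the geometric mean for Oat. The probe set of D930026N18Rik is annotated as Cacna1c. The other alternatives do so for none of these values, and no alternative does for the remaining genes.

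Tables 1, 2 and S2 are not on the scale of the deposited values. Of the 132 entries of Table S2 0 equal them, with a median ratio of printed to deposited value of 1.42 and a range from the 5th to the 95th percentile of 0.409 to 5.08, so that no single factor converts them, and 1 printed value is negative. All entries of Tables 3, S3, S4 and S5 equal the deposited values. The paper counts 40 and 41 genes past 5-fold and 60 and 62 past 3-fold without stating a minimum level, against 32 and 30 and 70 and 82 named genes here with a minimum of 100 units. Of the probe sets past 3-fold here 39 of 84 and 45 of 102 are in Table S2.

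The paper places Pvrl2 among the genes higher in the responder cells, and its value here is slightly higher in Pr-HP. The paper names Rtl1 with the responder genes from data it does not show, without stating the assay. The array fold here is 1.02 and may not be the same measurement.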

Other observations

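The hypothesis tested in this part, on the imprinted genes, was chosen after the result was seen. Whether one linked cluster (Dlk1, Meg3, Rian, Mirg, Rtl1 and Dio3) counted several times explains the number of imprinted genes past 3-fold in the responder cells was not settled. Without it 5 of 64 remained (Ndn, Nnat, Peg3, Plagl1 and Th) and the highest count in 10000 random lists was 4, but the study picked these 5 from the same arrays, so that the comparison is not independent of that choice.

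Of 28 neuronal markers, each with its brightest probe set, 0 passed limma over all probe sets (11 at an unadjusted p under 0.05), and adjusted over the list alone 5 were higher in Pr-HP (Elavl4, Nefh, Rbfox1, Sox11 and Stmn2) and 2 in the responder cells (Ina and Nnat). Elavl4, an RNA-binding protein of neurons, was at 836 in Pr-HP and 278.1 ± 45.0 (SD, n = 3 populations) in the responder cells, and Rbfox1, a splicing factor, at 341.3 against 66.9 ± 9.22, with smaller differences in other probe sets (2.02- and 1.61-fold for Elavl4 and 1.46-fold for Rbfox1). The median log2 difference of the list was -0.37 (percentile 0 of 10000 random lists), toward Pr-HP. Of the genes passing over the list alone, Rbfox1, Sox11, Stmn2 and Nnat were also picked by the study from these arrays. The 24 immediate early genes had a median of -0.12 (percentile 0.21), with 0 passing limma (4 at an unadjusted p under 0.05), Id1 at 1541 and Id3 at 1402 in Pr-HP against 749 ± 561 and 668 ± 266 in the responder cells; Id1 was at 121.1 in Pr-LP and at 925.6 and 1201 in C4-LP and C4-HP, nearer to Pr-HP. The 39 cell cycle genes had a median of -0.08 (percentile 1.18), which is not kept with the mean of a gene's probe sets (-0.02, percentile 23.8) and turns without C4-LP (0.03, percentile 82.4), with 0 passing (2 at an unadjusted p under 0.05) and Spag5, a spindle protein, at 988.5 against 265.5 ± 67.0 (1.32-fold with its other probe set).

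Of 26 leukocyte markers Cd68 passed limma, and Lcp2 when adjusted over the list alone, at least 3.07-fold higher in Pr-HP but on no measured spread, since all its responder values were raised to the floor, while Blnk, a B-cell adaptor, was at 2461 ± 1851 in the responder cells against 449.8 (median 0, percentile 44.0). Of 31 mesenchymal markers 0 passed (1 at an unadjusted p under 0.05), and S100a10 passed over the list alone with 4067 against 811 ± 227, but was 1.08- and 1.21-fold higher with its other probe sets (median 0, percentile 77.15). Of 26 lipid synthesis genes 0 passed (3 at an unadjusted p under 0.05), and Lpl, lipoprotein lipase, passed over the list alone with 509.5 against 84.6 ± 13.4 (median -0.05, percentile 5.02, and 0.89 without Pr-LP). Cd68, Lcp2, S100a10 and Lpl were also picked by the study from these arrays. In 5 lists nothing passed limma over all probe sets or the list alone, with 2, 4, 2, 1 and 1 genes at an unadjusted p under 0.05: 31 genes of the unfolded protein response (median 0.06, percentile 91.1, 100 without Pr-LP, and turned to -0.16 at percentile 0.055 without C4-LP, with Chac1 at 1237 in Pr-HP against 596), 30 of oxidative stress (median -0.03, percentile 17.2, and 0.15 without C4-LP), 31 of the interferon response (median 0, percentile 48.8, with Usp18 at 218.8 ± 44.2 against 80.7), 22 of DNA methylation (median -0.01, percentile 37.0) and 15 endothelial markers (median 0.05, percentile 92.8). The 18 ribosomal and housekeeping genes also had none, with 0 at an unadjusted p under 0.05 (median 0.02, percentile 72.5).

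Against the mean of the other 3 populations, 71 probe sets differed more than 5-fold in Pr-HP, 25 in Pr-LP, 16 in C4-LP and 10 in C4-HP. Between pairs of populations, more than 3-fold differences numbered 276 for Pr-LP and Pr-HP, 236 for Pr-HP and C4-LP, 207 for Pr-HP and C4-HP and 76 for Pr-LP and C4-HP. With passage, 4 probe sets were more than 3-fold higher and 8 more than 3-fold lower in both Pr-HP and C4-HP than at low passage in the same cells, Upk3a among the higher with 352.6 and 2372 in Pr-LP and Pr-HP and 317.5 and 1129 in C4-LP and C4-HP.

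The control probe sets repeat on all 3 chips, and those with a level of at least 100 units (45 of 66) had a median SD between chips of 0.08 on the log2 scale. Il4 controls were at least 2.45- and 3.73-fold higher in Pr-HP on chips A and B and 8.25-fold on chip C. The Gapdh controls were 1.22- to 1.40-fold higher in Pr-HP, Actb 1.39- to 1.475-fold, and Tfrc, the transferrin receptor, was 1.71- to 1.84-fold higher in the responder cells.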
